# Rapid Atrial Pacing Promotes Atrial Fibrillation Substrate in Unanesthetized Instrumented Rats

**DOI:** 10.3389/fphys.2019.01218

**Published:** 2019-09-20

**Authors:** Wesam Mulla, Barak Hajaj, Sigal Elyagon, Michal Mor, Roni Gillis, Michael Murninkas, Hadar Klapper-Goldstein, Inbar Plaschkes, Vered Chalifa-Caspi, Sharon Etzion, Yoram Etzion

**Keywords:** atrial remodeling, atrial fibrillation substrate, atrial tachypacing, atrial tachycardia, rodent electrophysiology

## Abstract

**Aim:**

The self-perpetuating nature of atrial fibrillation (AF) has been a subject of intense research in large mammalian models exposed to rapid atrial pacing (RAP). Recently, rodents are increasingly used to gain insight into the pathophysiology of AF. However, little is known regarding the effects of RAP on the atria of rats and mice. Using an implantable device for electrophysiological studies in rodents, we examined on a daily basis, the effects of continuous RAP on the developed AF substrate of unanesthetized rats and mice.

**Methods and Results:**

Aggressive burst pacing did not induce AF at baseline in the large majority of rodents, but repeatedly induced AF episodes in rats exposed to RAP for more than 2 days. A microarray study of left atrial tissue from rats exposed to RAP for 2 days vs. control pacing identified 304 differentially expressed genes. Enrichment analysis and comparison with a dataset of atrial tissue from AF patients revealed indications of increased carbohydrate metabolism and changes in pathways that are thought to play critical roles in human AF, including TGF-beta and IL-6 signaling. Among 19 commonly affected genes in comparison with human AF, downregulation of FOXP1 and upregulation of the KCNK2 gene encoding the Kir2.1 potassium channel were conspicuous findings, suggesting NFAT activation. Further results included reduced expression of MIR-26 and MIR-101, which is in line with NFAT activation.

**Conclusion:**

Our results demonstrate electrophysiological evidence for AF promoting effects of RAP in rats and several molecular similarities between the effects of RAP in large and small mammalian models.

## Introduction

Atrial fibrillation (AF), the most prevalent cardiac arrhythmia in clinical practice, is a growing epidemic and a major cause of stroke, heart failure progression and death (Heeringa et al., 2006; Miyasaka et al., 2006; Chugh et al., 2013; Lau et al., 2017). AF is a progressive arrhythmia with pathophysiology that is complex and multi-factorial in nature (Dobrev et al., 2012; Heijman et al., 2014). Present invasive and pharmacological therapeutic modalities for AF have limited efficacy and significant adverse effects (Woods and Olgin, 2014). These limitations have inspired substantial efforts to improve our understanding of the mechanisms underlying AF, with the premise that improved mechanistic insights will lead to better therapeutic strategies (Dobrev et al., 2012; Heijman et al., 2015).

An important aspect in the pathophysiology of AF is its self-perpetuating nature which has been linked to a remodeling process defined as “atrial tachycardia remodeling” (ATR) resulting from increased activation rate of the atrial myocytes (Wijffels et al., 1995; Nattel, 1999; Members et al., 2006). Studies in large animal models have elucidated that rapid atrial pacing (RAP) and consequent cellular calcium overload within atrial cardiomyocytes, lead to multiple secondary changes in the atrial tissue (Dobrev et al., 2012; Heijman et al., 2014). Downregulation of the Ca^2+^ current mediated by L-type calcium channels and upregulation of Ik1 current mediated by Kir2.1 channels are among the most important electrophysiological findings in this setting (Wakili et al., 2011). Both phenomena can reduce the atrial effective refractory period (AERP), and thereby promote multiple circuit reentry in the atrial tissue (Nattel et al., 2008). Additional factors including reactive oxygen species, activation of Ca^2+^/calmodulin-dependent kinase II (CaMKII), and activation of calcineurin–nuclear factor of activated T lymphocyte (NFAT) signaling have also been implicated (Wakili et al., 2011; Dobrev et al., 2012). In structural terms, histological features of ATR include myolysis, glycogen accumulation, cellular hypertrophy, dedifferentiation and neurogenesis (Chang et al., 2001; Thijssen et al., 2001). AF also increases the levels of atrial fibrosis and TGF-β appears to have a central role in this process (Everett and Olgin, 2007; Dobrev et al., 2012).

Animal models are important for better understanding of the pathophysiology of AF, as well as for evaluation of new drug targets (Nattel et al., 2005). In recent years there is a rapidly increasing interest in the use of rodents to study various aspects in the pathophysiology of AF (Beharier et al., 2007; Kirchhof et al., 2011; Riley et al., 2012; Shan et al., 2012; Iwasaki et al., 2014; Hohl et al., 2017; Skibsbye et al., 2018). Nevertheless, the small and delicate rodent atria make the implantation of pacing and recording electrodes challenging. Consequently, rodent studies of atrial electrophysiology (EP) and AF substrate analysis are mainly done using either *ex vivo* preparations or invasive EP in deeply anesthetized rodents that are sacrificed at the end of the measurements.

Very little is known regarding the effects of RAP on the rodent atria. Until recently, only short-term RAP studies of several hours have been reported, mostly focusing on various molecular effects without actual data on AF substrate formation (Yamashita et al., 2000, 2003, 2005; Beharier et al., 2007; Yaegashi et al., 2016). Using a bi-atrial implantable device developed in our group, we previously managed to apply continuous RAP in unanesthetized rats under online confirmation of 1:1 atrial capture and serial measurements of AERP for up to 24 h (Etzion et al., 2008). Recently, a system based on a human leadless pacemaker was introduced for long-term single site pacing studies in rodents (Hulsmans et al., 2018). While this elegant and technically-advanced system demonstrated remarkable long-term pacing capabilities, the pacer itself could not be used for EP evaluation which was therefore done conventionally as a terminal invasive procedure under deep anesthesia (Hulsmans et al., 2018).

In the present study, we utilized our implantable rodent device to study the effect of sustained RAP on the AF substrate of unanesthetized rats and mice. Over time, continuous RAP invariably led to increased capture threshold and eventually to loss of capture in our system. Nevertheless, in both rats and mice constant RAP could be maintained for more than 7 consecutive days in some cases and daily assessment of AF substrate could be obtained for the first time in conscious rodents exposed to RAP. Under these conditions increased AF substrate was consistently observed in rats following 2 days of RAP while such finding could not be recapitulated in mice. Microarray analysis of transcriptional changes in the left atrium of rats following RAP [70 ms cycle length (CL)] vs. control pacing (140 ms CL) with similar ventricular response rates have indicated important transcriptional similarities between ATR of rats and large mammals. Overall, our findings support the notion that high excitation rates in the atria of rats can promote ATR and AF substrate formation over time.

## Materials and Methods

### Animals

The study was carried out in strict accordance with the Guide for the Care and Use of Laboratory Animals of the National Institute of Health. All animal studies reported in this article were approved by the institutional ethics committee of Ben-Gurion University of the Negev, Israel. Adult male C57BL6 mice (25–30 gr) and Sprague-Dawley rats (250–320 gr) were obtained from Envigo Laboratories (Jesusalem, Israel). The animals were kept in under standardized conditions throughout the study, according to home office guidelines: 12:12 light:dark cycles at 20–24°C and 30–70% relative humidity. Animals were free-fed autoclaved rodent chow and had free access to reverse osmosis filtered water. At the end of all experiments animals were euthanized under deep anesthesia.

### Implantable Devices and Surgical Techniques

The implantable devices that we used to pace the right atria (RA) of unanesthetized rats and mice as well as the implantation technique, were previously described in detail by our group (Etzion et al., 2008; Mor et al., 2014; Mulla et al., 2017, 2018). Briefly, the implantable device is composed of an 8-pin “female” connector that is attached by highly flexible insulated electrical wires to a single miniature-bipolar hook electrode (MBHE). Three additional single lead electrodes are utilized for grounding and peripheral ECG measurements. Before implantation, the 8-pin “female” connector was covered with a latex sheath to prevent direct contact with the subcutaneous tissue during the operation. Electron beam radiation was applied for sterilization of the device before its use. For device implantation animals were anesthetized (IP ketamine/xylazine 75/5 and 120/10 mg kg^–1^ for rats and mice, respectively) and mechanically ventilated. Under sterile conditions and constant heating, the MBHE was implanted on the RA, the peripheral electrodes were positioned in the animal’s back and the 8-pin “female” connector was exteriorized through the skin (Figures 1A,B). Post-operative recovery and analgesia were performed as described previously (Mulla et al., 2018).

**FIGURE 1:**
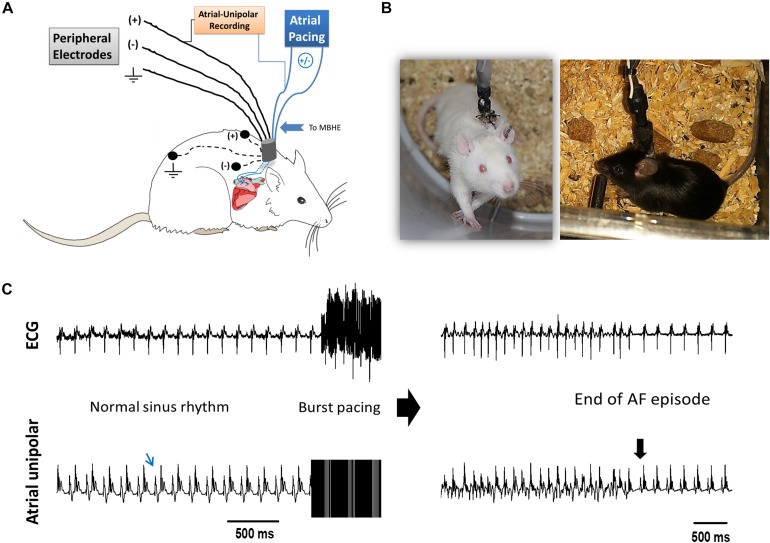
AF substrate analysis in unanesthetized rodents. **(A)** Schematic presentation of the experimental setup. MBHE was implanted on the RA for atrial pacing. One pole of the atrial electrode was also utilized to acquire high resolution recordings of the atrial signal (Atrial-Unipolar). **(B)** Photographs of an implanted rat and an implanted mouse freely moving in the EP cage during the RAP protocol. **(C)** Example of an AF episode triggered by burst pacing. This episode of 82 s was recorded from a rat that was exposed to RAP for 7 consecutive days (see Figure 2 for details). *Left:* Baseline ECG and atrial-unipolar recordings. *Middle:* Standard burst pacing protocol (20 s, 100 Hz, double threshold). *Right:* Post-burst recordings of an AF episode and its conversion to sinus rhythm. In each condition, 10 consecutive bursts were applied. AF substrate was evaluated in regard to the % of positive episodes (>1 s) and the total AF duration.

### Pacing and Recording Apparatus

Following a 6 days recovery period, each animal was placed in a dedicated recording chamber where the 8-pin connector on the back of the animal was attached to the pacing and recording apparatus through an elastic electrical cable. In rats, the proximal part of the elastic cable was connected to a multi-channel commutator (PLA-SL12C/SB, PLASTICS One Inc., CA, United States) enabling free rotational movements of the rat in the cage without effects on the electrical connections. In mice, rotations in the flexible cable were released manually twice a day. In each animal the two poles of the atrial MBHE were electrically connected to an optically isolated pacing unit (STG4002-16 mA, Multichannels, Reutlingen, Germany) and two of the peripheral electrodes were utilized for ECG recordings (Amplifier 1700, A-M systems, Carlsborg, WA, United States). In addition, differential recordings between one pole of the MBHE and one of the ECG leads was used to record an ECG signal in which the atrial activity could be seen with high resolution (Atrial unipolar, Figure 1 and Supplementary Figure S1). Signals were filtered (1–1000 Hz) and sampled to the PC at a digital sample rate of 2 KHz using an A/D converter (PCI-6024E, National Instruments, Austin, TX, United States). A LabView-based program (National Instruments, Austin, TX, United States) controlled data acquisition and electrical stimulation. Pacing was applied using 4 ms symmetrical bi-phasic pulses.

### Study Design

Overall, 30 rats and 24 mice were used for the study. RAP experiments were initiated using 20 rats and 14 mice. Four rats and five mice died during the initial procedure. Out of the sixteen surviving rats, nine were used for RAP experiments and five of them reached the cutoff of at least 4 consecutive days of RAP. Seven additional rats were used as shams and their AF substrate was evaluated daily of 6–8 days. One sham had high capture threshold during the basal testing and was excluded. The nine mice that were successfully implanted were used for RAP experiments and seven of them reached the cutoff of at least 4 consecutive days of RAP and were used for the final analysis. For the rat microarray study 10 additional rats were utilized as detailed in the relevant section below. Since the RAP experiments in mice were totally negative we did not perform sham studies in mice. However, in order to quantify the minimal CL maintaining 1:1 atrial capture in conscious mice, bi-atrial MBHE implantation procedure was attempted as we previously performed successfully in rats (Etzion et al., 2008). This procedure led to excessive mortality in mice and thus after 10 successive failures the experiment was aborted.

### Sustained RAP With Repeated AF Substrate Analyses in Implanted Rats and Mice

Following overnight adaptation to the EP cage, baseline AF substrate analysis was performed during the early daytime hours of the circadian cycle, when animals were inactive. Diastolic capture threshold was confirmed at a pacing CL of 150 and 100 ms in rats and mice, respectively (Mulla et al., 2018). Next, AF substrate evaluation was performed including 10 consecutive bursts (20 s, double diastolic threshold, 10 ms CL). Positive episodes were defined as >1 s. AF inducibility (percentage of positive episodes), as well as total AF duration were calculated and summarized. Arrhythmic episodes were identified by recordings demonstrating more than one atrial signal per QRS and atrial signal which was clearly different in morphology in comparison with the regular atrial signal during sinus rhythm (Figure 1C). We did not discriminate between regular and irregular atrial rhythms in the current analysis since the atrial unipolar signal which was not purely atrial did not allow such discrimination in a fully accurate manner. After baseline measurements, continuous RAP was initiated: In the rats, a pacing CL of 70 ms was selected since such pacing was found to invariably maintain 1:1 atrial-capture in the unanesthetized state (Etzion et al., 2008). In mice, previous data on 1:1 atrial-capture was obtained only in the anesthetized state. Thus, a 50 ms CL was empirically selected. Atrial capture threshold was evaluated twice daily, and pacing intensity was adjusted accordingly. Every 24 h RAP was transiently stopped and AF substrate was re-evaluated until the atrial capture was eventually lost.

### Microarray Analysis of Rat Left Atrial Tissue Following RAP

For the microarray experiment all animals were treated with atenolol (0.5 mg/ml) in the drinking water in order to reduce AV conduction during RAP, as previously described (Etzion et al., 2008). Following an overnight adjustment period in the pacing cage the rats were subjected to either RAP protocol (70 ms CL) or control pacing treatment (140 ms CL). The ventricular response rate during RAP at 70 ms CL was invariably 2:1, resulting in a RR interval of 140 ms. In contrast, the ventricular response rate during control pacing at 140 ms CL was invariably 1:1. Thus, in both groups pacing led to an identical ventricular response rate leaving the atrial excitation rate as the sole differential parameter (Figure 4A). Following 2 days of pacing the animals were injected with heparin (500 mg/kg, IP) and 10 min later were sacrificed under deep anesthesia. The hearts were gently rinsed with phosphate buffered saline to remove the blood cells and the left atria were excised, snap-frozen in liquid nitrogen and stored at –80°C. In order to confirm uniform conditions each experiment was conducted on a pair on rats operated and recovered under similar conditions and exposed to RAP or control pacing in adjacent cages at the same time.

RNA samples were extracted from the left atrium with TRI-Reagent (MRC, Cincinnati, OH, United States). The T-RNA samples were analyzed for concentration and purity using the NanoDrop ND-100 Spectrophotometer (NanoDrop Technologies, Wilmington, DE, United States). All RNAs displayed a 260/280 optical density ratio > 1.9. RNA integrity was assessed by an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, United States). All RNAs displayed a RNA Integrity Number (RIN) > 8. Microarray hybridization was performed at the DNA microarray laboratory core facility, National Institute for Biotechnology in the Negev (NIBN), using the “GeneChip^®^ Whole Transcript (WT) Sense Target Labeling Assay” protocol of Affymetrix (Santa Clara, CA, United States). Briefly, 100 ng total RNA from each sample was used as input to synthesize an adequate amount of ss-cDNA which in turn was fragmented and biotinylated. The biotinylated samples were hybridized to the GeneChip Rat Gene 1.0 ST arrays containing 722,254 probe sets (for an estimated 27,342 genes). Following hybridization the arrays were washed and stained using FS450_0007 protocol, and fluorescent signals were scanned using the 3000 G7 Scanner (Affymetrix).

### Microarray Data Analysis

Microarray CEL files were processed in Partek Genomics Suite^®^ using Robust Multiarray Averaging (RMA, Irizarry et al., 2003) with default parameters. Signal distribution plots, principal component analysis and hierarchical clustering of the normalized samples were examined, in order to assess the quality of the microarrays. The principal component analysis clarified matching between the original pairs of RAP and control pacing rats. Statistical hypothesis testing for identification of differentially expressed genes between RAP and control pacing samples was performed using paired student *t*-test. Differentially expressed genes were defined as those having absolute expression signal (log2) > 5 in at least one of the arrays, *p*-value < 0.05, and fold of change > 1.3 (in linear scale) in either direction. The expression data were deposited at the Gene Expression Omnibus (accession: GSE126711). Enrichment analysis was performed with MetaCore^TM^ (Thomson Reuters).

### Validation RT q-PCR Measurements

Microarray analysis was validated by the expression pattern of selected up-regulated and down-regulated genes using reverse transcriptase-quantitative polymerase chain reaction (RT-qPCR) experiments (Real Time PCR System Instrument – 7300, Applied Biosystems) with PerfeCTa SYBR Green FastMix (Quanta BioSciences). The selected genes were chosen based on a fold change >1.5 and possible interest in their role in ATR based on existing literature. Synthesis of cDNA for RT-qPCR was performed using random hexamers and Taqman reverse transcription reagents according to the manufacturer’s protocol (Applied Biosystems). Primers for target genes were designed by Biosearch Technology and synthesized by Agentek, Israel (Supplementary Table S1). For each gene, atrial mRNA from RAP and control pacing treated rats were analyzed. Cycling conditions were: 95°C for 10 min, followed by 35 cycles of 95°C for 30 s, 60°C for 15 s and 72°C for 30 s, and a final melting step (78–99°C). The calculation of relative change in mRNA was performed with the efficiency 2^–ΔΔ*CT*^ method, with the expression of the genes of interest normalized to Hypoxanthine Phosphoribosyltransferase 1 (HPRT1) gene.

### LA MicroRNA Expression

The expression of specific MicroRNAs (miRNAs) including miR-1, miR-26, miR-101, and miR-328 was evaluated. For detection of miRNAs in samples, cDNA was synthesized using the qScript microRNA cDNA synthesis kit according to the manufacturer’s instruction (Quanta Biosciences). RT-qPCR miRNA assay was performed using the PerfeCTa SYBR Green SuperMix (Quanta Biosciences) with specific primers (Supplementary Table S2). The small RNA molecule U6 small nuclear (HS-RNU6) was amplified as a control.

### Statistical Analysis

In each group of animals (RAP and control pacing) AF substrate parameters in the first 2 days were compared to the AF substrate parameters in the following days (until capture was lost) using paired non-parametric testing (Wilcoxon). Comparison between the paced and sham groups was done using unpaired non-parametric testing (Mann–Whitney). RT-qPCR results were compared to the microarray data using linear regression analysis. The level of significance was set at *p* ≤ 0.05. Microarray statistics and analysis are described separately above.

## Results

### RAP Promotes AF Substrate Formation in the Rat

Since the AF substrate of conscious rodents was never evaluated previously, we first examined the basal substrate in unanesthetized rats and mice under baseline conditions, i.e., following 6 days of recovery from implantation surgery and an additional day of acclimation in the EP cage. Thereafter, continuous RAP was initiated and AF substrate was evaluated on a daily basis. In both species, we found very low AF substrate under basal conditions. However, in five rats in which RAP was maintained for at least 4 consecutive days, AF episodes consistently developed following 2 days (Figures 2A,B). Statistical comparison between the average AF substrate parameters before 2 days of RAP vs. following 2 days of RAP indicated a strong tendency of increase in both AF inducibility and duration (Figures 2C,D, *p* = 0.06, for both). Such a finding that characterized the rats exposed to RAP was not observed in six additional rats which were evaluated for 6–8 days under exactly similar conditions apart from the RAP (sham group). Indeed, statistical comparison between the sham and RAP groups indicated increased total AF duration in the RAP group after 2 days. AF inducibility also demonstrated a similar tendency of increase in the RAP group. However, it did not reach significance (Figures 2C,D).

**FIGURE 2:**
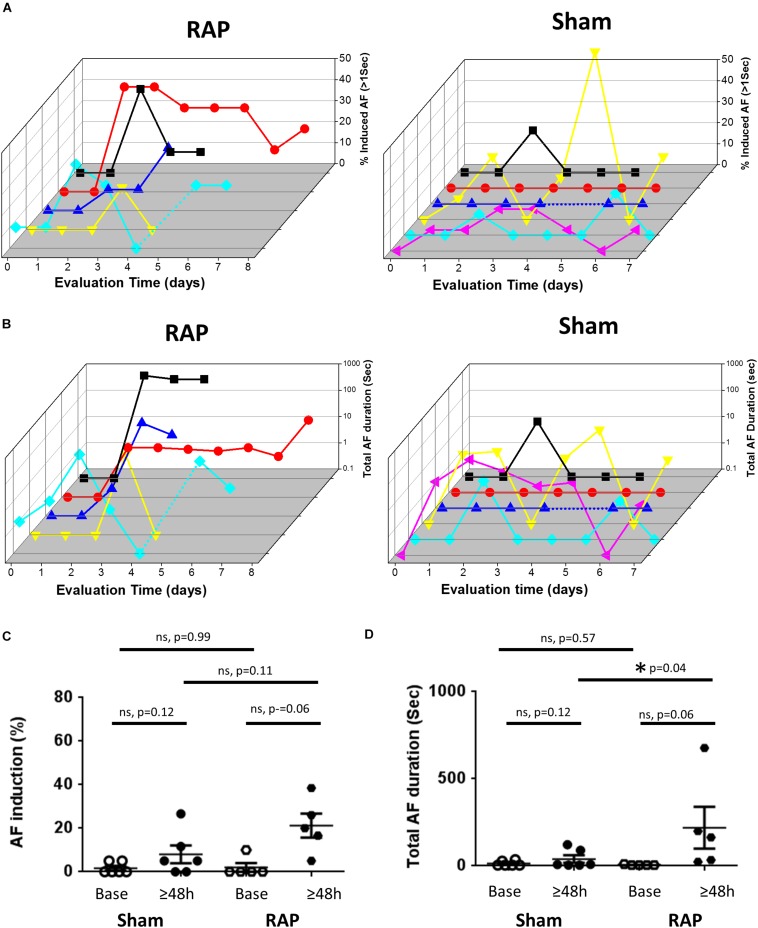
Increased AF substrate in rats exposed to RAP. **(A)** Analysis of AF induction. 3D plots of daily evaluation in five RAP rats (left) and six Sham rats (right). In both plots each color represents a different rat. For the RAP animals evaluation was continued until capture was lost or was too high to keep with the RAP. For the Shams, evaluation was maintained for 6–8 days. Note absence of AF induction in the majority of rats at baseline as well as following 1 day of RAP. Also note increased AF substrate following 2 days of RAP. **(B)** Analysis of Total AF duration. 3D representation as in **(A)** above. **(C,D)** Comparison of the AF substrate parameters before and after 2 days in the RAP vs. Sham rats. Note the strong tendency of increase in AF induction and AF duration following 2 days in the RAP group. Also note increased AF duration following 2 days in the RAP group vs. the Sham group.

In contrast to the findings in rats, mice in which RAP was maintained for up to 7 consecutive days at a CL of 50 ms did not show any increase in the AF substrate parameters (Figure 3). In order to interpret the negative findings appropriately it was critical to know whether 1:1 capture was actually maintained by the RAP at this CL. Thus, we next aimed to perform a bi-atrial MBHE implantation procedure as we previously performed in rats (Etzion et al., 2008). Unfortunately, this procedure was associated with high mortality and was eventually aborted. Thus, assessment of the minimal CL maintaining 1:1 atrial capture in conscious mice could not be achieved.

**FIGURE 3:**
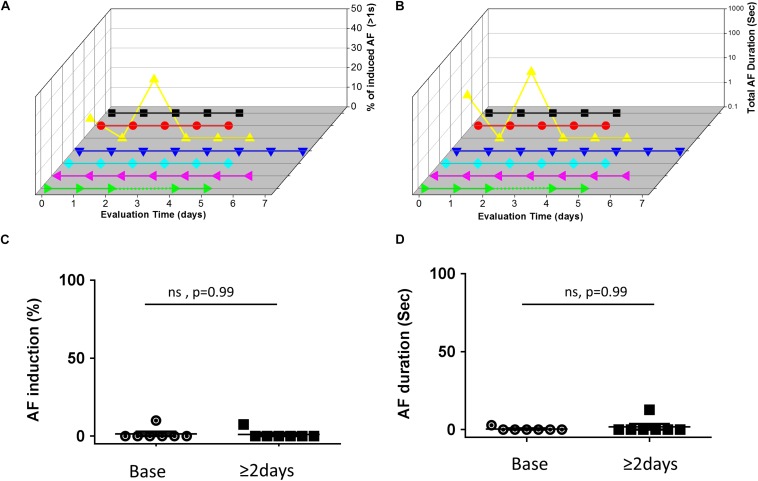
Absence of AF substrate augmentation in mice exposed to RAP. **(A,B)** Analysis of AF induction and AF duration in seven mice in which RAP could be maintained for up to 7 consecutive days. 3D plots of daily AF evaluation as in Figure 2. Note that only one animal demonstrated AF episodes and no clear effect of the RAP could be detected. **(C,D)** Summary analysis comparing the AF substrate before and after 48 h of continuous RAP at CL = 50 ms. Note absence of AF substrate augmentation following RAP in mice.

### Transcriptional Remodeling in the Left Atrium of Rats Exposed to RAP

To further characterize the effects of RAP on the rat atria we performed microarray analysis and determined the differential effects of RAP vs. near normal pacing for 2 days on the gene expression profile of the left atrium (Figure 4A). Five initial pairs of RAP vs. control paced rats successfully terminated the experimental protocol, each pair in two adjacent cages at the same time. However, high quality RNA samples were obtained only for three of these pairs which were further used for the microarray analysis. 

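The arrays compare the left atria of 3 rats paced at a cycle length of 70 ms (RAP) with those of 3 rats paced at 140 ms (control pacing), after 2 days of pacing, with 1 whole-transcript rat array per rat. Each RAP rat and its control formed a pair that was operated on, recovered and paced together in adjacent cages, and the pairs are called pairs 1 to 3. The deposited values are log2 signals per probe set, made by the authors with robust multiarray averaging, which subtracts background, brings the arrays to a common distribution and summarizes the probes of each probe set. The median log2 signal lay between 5.82 and 5.85 on the 6 arrays, and between 62.6 and 63.8% of the probe sets exceeded a log2 signal of 5, the level that the study's methods require in at least 1 array. That filter kept 19907 probe sets. RAP was compared with control pacing by limma's moderated test with the pair as a block, which borrows the variance across probe sets because a single probe set leaves only 2 residual degrees of freedom. A probe set or gene is said to have risen or fallen when it passed the study's thresholds, an unadjusted p under 0.05 and a fold change above 1.3, which do not correct for the number of probe sets tested. Changes are log2 RAP minus control, with the moderated standard error (SE) of the same fit, on which the confidence intervals also rest. It draws each variance towards a common value and is not the spread over the pairs. It understates that spread in uneven genes, such as Lcn2 (SE 0.79, with -1.36, -5.02 and -1.42 in pairs 1, 2 and 3). It overstates the spread in even ones, such as Kcnj2 (SE 0.13, with 0.50, 0.51 and 0.45). Each of 11237 genes is represented by its probe set with the highest mean signal. Gene lists drawn up from textbook knowledge, and the genes of Table 3, which the study chose on these samples, were compared with all other genes by limma's camera test with a preset correlation of 0.01, adjusted over the 46 lists with at least 5 measured genes. With the correlation between genes estimated from the 6 arrays instead, 0 lists had an adjusted p under 0.05. An unadjusted p under 0.05 was found for 2 lists, and the smallest adjusted p was 0.75. Several lists cover pathways that the paper reports from these arrays and hold genes the study chose on them. Their counts and calls are not fully independent of the study's results. Of the 118 genes named, 110 passed the thresholds, of which 72 no longer did without replicate 1, 58 without replicate 2, 13 without replicate 3 and 73 by the methods' paired t-test.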

Principle component analysis demonstrated clear similarities within each pair (not shown). 

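The 6 left atria differed from one another in the markers of several cell types, given as the mean log2 deviation of a list from its genes' means over the 6 arrays. Markers of macrophages (21 genes) stood at 1.09 in control 2, and at -0.63 in RAP 2, the lowest array. Erythroid markers (7 genes), which come from red blood cells, stood at 1.78 in control 3 and between -0.78 and -0.14 in the other arrays. Mast cell markers (10 genes) ranged from -1.27 in RAP 2 to 0.87 in control 2, and adipocyte markers (15 genes) from -0.86 in control 1 to 1.35 in RAP 3. Cell cycle genes (37 genes) stood at 0.98 in RAP 1 and at -0.96 in RAP 2, the widest gap between 2 RAP arrays among these lists. On the first principal component, which held 41.2% of the variance of the 19907 probe sets, control 1 (-30.6) and control 2 (-35.1) lay at one end, and control 3 (17.9) lay between RAP 1 (11.9) and RAP 2 (41.5), with RAP 3 at -5.64. The second component held 20.9%. Within a pair, the deviations of the RAP and control array from their group means had a Pearson correlation across probe sets of 0.22 in pair 1, -0.24 in pair 2 and -0.32 in pair 3, with a mean of -0.11, and probe sets are not independent replicates. Of the 6 arrays, 0 had the other array of its own pair as the nearest by correlation. Differences between pairs took 32.3% of the total variance (a median of 29.1% per probe set), where 40% would be taken on average with no effect of the pair. The RAP changes of pairs 1 and 2 were correlated across probe sets at 0.46, those of pairs 1 and 3 at -0.1 and those of pairs 2 and 3 at -0.28.

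**Figure D1:**
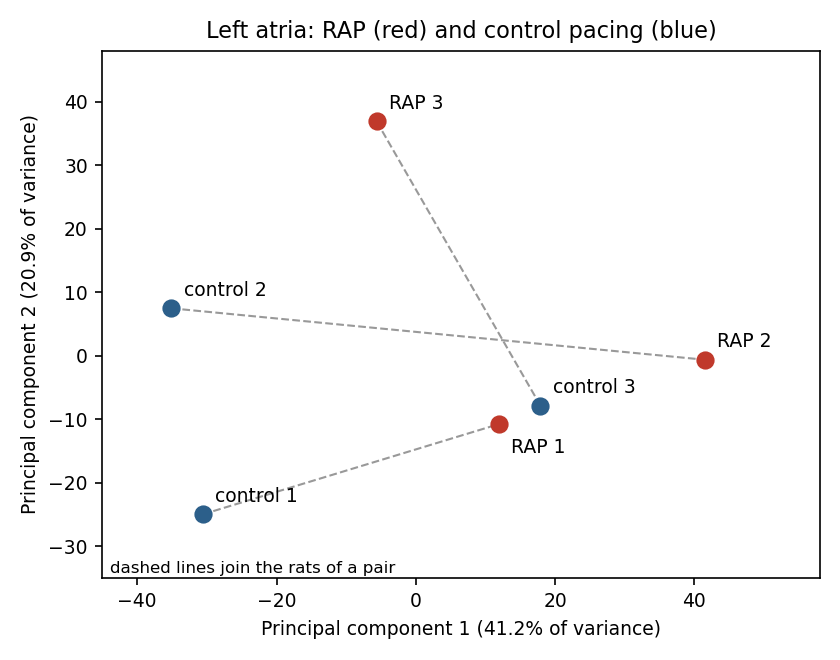
First and second principal components of the 6 arrays, with the share of the variance on each axis, the arrays coloured by pacing group and the 2 arrays of a pair joined by a line. Control 1 and control 2 lie at the negative end of the first component, and control 3, at 17.9, lies among the RAP arrays.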

Using a cutoff of 1.3-fold change and *p* < 0.05 we identified 395 sets of probes that were differentially expressed in the RAP vs. control paced rats. 

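In the left atria after RAP, 1180 of the 19907 probe sets passed the study's thresholds by limma, 595 higher and 585 lower (713 and 478 with the arrays centred on their medians). The 10 largest rises among genes that moved the same way in all 3 pairs were led by Thrsp, a regulator of lipid synthesis (log2 change 1.75, SE 0.45), Myl1, a myosin light chain of fast muscle (1.71, SE 0.63), Car3, a carbonic anhydrase of fat and slow muscle (1.68, SE 0.48), and Fhl1, a LIM domain protein of the sarcomere (1.44, SE 0.27). The others were Tfrc, the transferrin receptor for iron uptake, and Slc39a2, a zinc transporter (both 1.25), Adprhl1 (1.24), Xirp2, an actin-binding protein of the intercalated disc (1.21), the transcription factor Zbtb16 (1.20) and Cuzd1 (1.12). The 10 largest falls were led by Lcn2, the acute-phase lipocalin of neutrophils (-2.60, SE 0.79, with -5.02 in pair 2), Prg4, the lubricant proteoglycan of serous and joint surfaces (-2.20, SE 0.26), complement C3 (-1.99, SE 0.54) and Fam110c (-1.95). They were followed by Wfdc18 (-1.91), the heme-binding plasma protein Hpx (-1.87), the metalloproteinase inhibitor Timp1 (-1.62), the lipoxygenase Alox15 (-1.57), Vsig4, a complement receptor of macrophages (-1.50), and St6galnac2, a sialyltransferase (-1.41). The pairs were uneven in several of these, with Thrsp at 1.23, 0.96 and 3.06 in pairs 1, 2 and 3, Myl1 at 3.38, 0.10 and 1.64 (0.87 without replicate 1), Car3 at 2.66, 0.29 and 2.09 and C3 at -0.46, -2.24 and -3.25, so the order by size rests in part on single pairs. Pair 2 also led in Hpx (-1.11, -3.61 and -0.88), Timp1 (-1.48, -3.01 and -0.36) and Vsig4 (-1.26, -2.89 and -0.36). Vsig4 in RAP 1 (4.60), Wfdc18 in RAP 2 and in RAP 3 (4.59), Hpx in RAP 2 (4.94), Thrsp in control 1 (4.78) and Cuzd1 in control 1 and control 3 (4.85 and 4.77) lay under the signal level of 5, where the size of a change is less certain. Of these 20 genes, Tfrc, Cuzd1, Prg4, Fam110c, Wfdc18 and St6galnac2 also passed by the methods' paired t-test, and without the pair as a block Thrsp, Car3 and Alox15 did not pass. Leaving out pair 1, 2 or 3, respectively, 6, 9 and 7 of the 10 rises and 8, 10 and 10 of the 10 falls passed. The methods' paired t-test at the same thresholds gave 395 probe sets, 209 higher and 186 lower, all of them among the 1180. In data simulated with no change at the same spread, a mean of 920 probe sets (875 to 976) passed by limma. By the methods' t-test it was 318 (294 to 355). These runs do not carry the correlation between probe sets of the real arrays, estimated at 0.97 for macrophage markers. Exchanging the labels of 1 pair gave between 211 and 2599 probe sets by limma. The simulated ranges therefore cannot show that 1180 or 395 exceeds chance. The count by limma was 278 without replicate 1, 695 without replicate 2, 3887 without replicate 3 and, unpaired, 2480 with control 3 alone left out.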

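Some genes of the contractile apparatus and of protein folding rose in the left atria after RAP. Of 32 measured sarcomere genes 9 rose and 0 fell, among them Ttn, the giant elastic protein titin (log2 change 0.81, SE 0.26), Mybpc3, the cardiac myosin-binding protein C (0.77, SE 0.21), and Csrp3, the muscle LIM protein (0.76, SE 0.21). The median change of the list was 0.44, with 30 of 32 genes higher (camera adjusted p = 1.1e-09). Of 29 heat shock proteins and chaperones 6 rose and 0 fell, with the small heat shock proteins Hspb3 (0.96, SE 0.29) and Hspb2 (0.60, SE 0.22) and the mitochondrial chaperones Hspd1 (0.55, SE 0.18) and Hspa9 (0.53, SE 0.19) among them. Markers of atrial cardiomyocytes had a median change of 0.20 over 13 genes (adjusted p = 0.0053), with 1 rise, Pam, the main membrane protein of atrial granules (0.43, SE 0.15), while ventricular markers had 0 of 12 genes past the thresholds. Adjusted over the list alone, 0 sarcomere and 0 heat shock genes had a p under 0.05, and with an estimated correlation the adjusted p of each of the lists was 0.75 or above. Sarcomere genes were higher in pairs 1 and 2 (mean 0.70 and 0.83) and lower in pair 3 (-0.20), in which control 3 stood at 0.31 above the genes' means. Ventricular markers ran the same way, with mean changes of 0.22, 0.50 and -0.84 in pairs 1, 2 and 3. They stood at 0.69 in control 3 and between -0.35 and 0.15 in the other arrays. Without replicates 1, 2 and 3, respectively, 0, 3 and 21 sarcomere genes and 0, 0 and 11 heat shock genes rose. In the same settings the median of the sarcomere list was 0.32, 0.28 and 0.75. The atrial markers' median was 0.08 without replicate 2, and the list was no longer called. Over all 11237 genes, 718 passed the thresholds, 330 higher and 388 lower, of which 711 moved the same way in all 3 pairs, as the paired test selects for. The balance turned with 2 of the 3 scalings tried, with 398 higher and 330 lower when the arrays were centred on their medians. After a further quantile normalization the numbers were 380 and 326. With cyclic loess the balance did not turn (351 higher and 361 lower). By the methods' paired t-test 234 genes passed, 119 higher and 115 lower, and limma gave 164 without replicate 1, 378 without replicate 2, 2488 without replicate 3 and, unpaired, 1731 without control 3.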

Following extraction of unidentified probesets and correction for duplicate gene symbols our final analysis included 304 differential genes; 155 upregulated and 149 downregulated (Figure 4B). RT-qPCR for eight genes of interest (four upregulated and four downregulated) confirmed excellent linear correlation with the affymetrix data (Figures 4C,D). 

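On the arrays all 8 genes measured by RT-qPCR passed the study's thresholds, in the same direction in each of the 3 pairs. Des, the intermediate filament desmin of muscle, had a mean log2 signal of 11.89 (SD 0.08) with RAP and 11.04 (SD 0.24) with control pacing, a change of 0.85 (SE 0.14). Casq2, the calcium-binding calsequestrin of the sarcoplasmic reticulum, stood at 12.19 (SD 0.08) and 11.44 (SD 0.30), a change of 0.75 (SE 0.15). Tgfb2, a TGF-β ligand, rose by 0.49 (SE 0.14), as did Kcnj2, an inward rectifier potassium channel (SE 0.13). The adhesion protein Flrt2 (-1.31, SE 0.22), the receptor-like kinase Ptk7 (-0.96, SE 0.18), the sodium channel subunit Scn4b (-0.91, SE 0.14) and Gch1 (SE 0.13) fell. Hprt1, the reference transcript of the RT-qPCR, differed by 0.26 (SE 0.21) on the arrays and passed only without replicate 3 (0.50) and with array weights (0.54). The same 8 genes passed by the methods' paired t-test, and without the pair as a block 7 did, as Scn4b varied by an SD of 0.69 between the controls. An exact sign test over 3 pairs cannot give a two-sided p under 0.25. The study chose these genes on the same arrays, so they are not independent evidence of a difference. Leaving out replicate 1 or replicate 2 left 6 of the 8, without Kcnj2 and Tgfb2, and leaving out replicate 3 left 7, without Tgfb2.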

A complete list of significantly regulated transcripts is provided in Supplementary Table S3.

**FIGURE 4:**
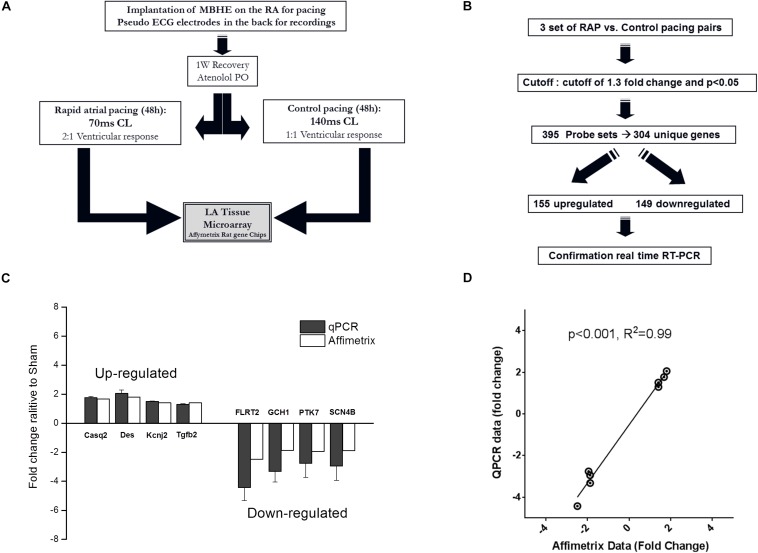
Paradigm for evaluation of transcriptional effects of RAP on left atrial tissue of rats. **(A,B)** Schematic diagrams of microarray study design and basic outcome. **(C,D)** RT-qPCR for eight genes of interest indicating data reliability.

Significantly regulated genes were classified and analyzed with MetaCore^TM^ pathway analysis software in which differentially expressed genes are attributed to pathway maps and process networks. Table 1 indicates the maps and networks significantly affected by RAP in rats (*p* < 0.05). 

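The inflammatory, macrophage and interferon lists were lower after RAP than after control pacing in pairs 1 and 2 and higher in pair 3. Of 40 cytokine, chemokine and receptor genes 0 rose and 4 fell: Lcn2, the chemokines Ccl21 (log2 change -0.87, SE 0.33) and Cxcl16 (-0.72, SE 0.21) and Tlr4, the receptor for bacterial endotoxin (-0.72, SE 0.21). Apoptosis genes went both ways, with rises of Aifm1, the mitochondrial apoptosis-inducing factor (0.72, SE 0.16), and Parp1 (0.59, SE 0.14) and falls of the death receptors Tnfrsf1a (-0.73, SE 0.26) and Fas (-0.60, SE 0.23) among 33 genes. Of 35 angiogenesis genes only Fgf1, a fibroblast growth factor, passed (0.67, SE 0.20), and of 15 markers of T, B and NK cells only Gzmb, a granzyme of cytotoxic cells (0.42, SE 0.15). Of the markers of macrophages (21 genes), endothelium (18) and the interferon response and antigen presentation (35), 0 passed, and of 10 neutrophil markers only Lcn2 did. Lower with RAP by limma's camera were the inflammatory list (median -0.35, adjusted p = 0.00033), macrophage markers (-0.52, adjusted p = 0.0019) and the interferon list (-0.21, adjusted p = 0.02). With an estimated correlation their adjusted p was 0.75, 0.83 and 0.84, and 0 of their genes had a p under 0.05 adjusted over the list alone. Apoptosis (adjusted p = 0.47), angiogenesis (0.95), neutrophil (0.22), T, B and NK cell (0.90) and endothelial (0.90) lists were not called, and angiogenesis had a median of 0.05 and a mean of -0.03. Without replicate 2 the medians were 0.05 for the inflammatory list, 0.14 for macrophage markers and 0.13 for the interferon list, and with control 2 alone left out they were -0.02, -0.03 and -0.19, with no call in either case. The interferon list was also not called without replicate 1 (median -0.23), and Ccl21 did not pass without the pair as a block. Without replicates 1, 2 and 3, respectively, 1, 2 and 10 genes of the inflammatory list, 0, 1 and 16 of the interferon list and 0, 0 and 14 macrophage markers fell, while 0, 0 and 1, 0, 4 and 0, and 0, 1 and 0 rose, and of the apoptosis genes 0, 2 and 5 rose and 1, 0 and 9 fell.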

Differentially regulated maps and networks revealed functional cross-link between RAP and genes predominantly in functional classes that include development, inflammation, apoptosis, as well as those involved in the immune response to stress. Specifically, epithelial-to-mesenchymal transition (EMT), Transforming growth factor-β (TGF-β) signaling and IL-6 signaling were significantly affected by RAP (Table 1). These findings indicate clear relevance of the effects of RAP to the atrial remodeling of human subjects with AF (see section Discussion).

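Genes of TGF-β signaling, EMT and the matrix went both ways with RAP, and the matrix list was lower on average in pairs 1 and 2. Of 45 TGF-β genes 2 rose, Tgfb2 and Ccn2, the connective tissue growth factor (log2 change 0.56, SE 0.21), and 2 fell, Tgif1, a repressor of SMAD-driven transcription (-1.15, SE 0.32), and Ltbp3, which stores latent TGF-β in the matrix (-0.66, SE 0.16). Tgfb1 itself differed by -0.40 (SE 0.28) and did not pass, and Tgfbr2 has no probe set under this symbol alone. Of 31 EMT genes Tgfb2 rose, and the helix-loop-helix factors Tcf3 (-0.57, SE 0.14) and Twist1 (-0.40, SE 0.15) fell. Of 37 matrix and fibrosis genes Aspn, a small proteoglycan that binds TGF-β, rose (0.43, SE 0.14), and Fbln1, a fibulin (-0.88, SE 0.32), Timp2, a metalloproteinase inhibitor (-0.62, SE 0.18), and Timp1 fell. By limma's camera the matrix list was lower (median -0.44, 6 of 37 genes higher, adjusted p = 0.0032), and the TGF-β (median 0.02, mean -0.02, adjusted p = 0.96) and EMT (median -0.09, adjusted p = 0.21) lists were not called. Fibroblast markers, of which only Fbln1 passed, had a median of -0.30 over 16 genes (adjusted p = 0.35). Adjusted over the list alone, 0 genes of the matrix, TGF-β and EMT lists had a p under 0.05, and with an estimated correlation the matrix list's adjusted p was 0.83. The matrix genes had mean changes of -0.42, -1.31 and 0.51 in pairs 1, 2 and 3, and without replicates 1, 2 and 3, respectively, 0, 1 and 25 of them fell and 0, 1 and 4 rose. In the same settings 0, 0 and 10 EMT genes fell and 0, 0 and 1 rose, and 1, 1 and 7 TGF-β genes fell and 0, 0 and 8 rose, and unpaired with control 3 alone left out 8 EMT genes fell and 1 rose, and 5 TGF-β genes fell and 4 rose. The median of the matrix list was -0.01 without replicate 2 and -0.22 with control 2 alone left out, with no call in either case. Aspn and Ccn2 did not pass without the pair as a block. From the enrichment of its differential genes in MetaCore maps and networks, the paper concludes that EMT, TGF-β and IL-6 signaling were affected by RAP and that these effects are relevant to atrial remodeling in human AF, and the maps' own gene sets were not used here.

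**Figure D2:**
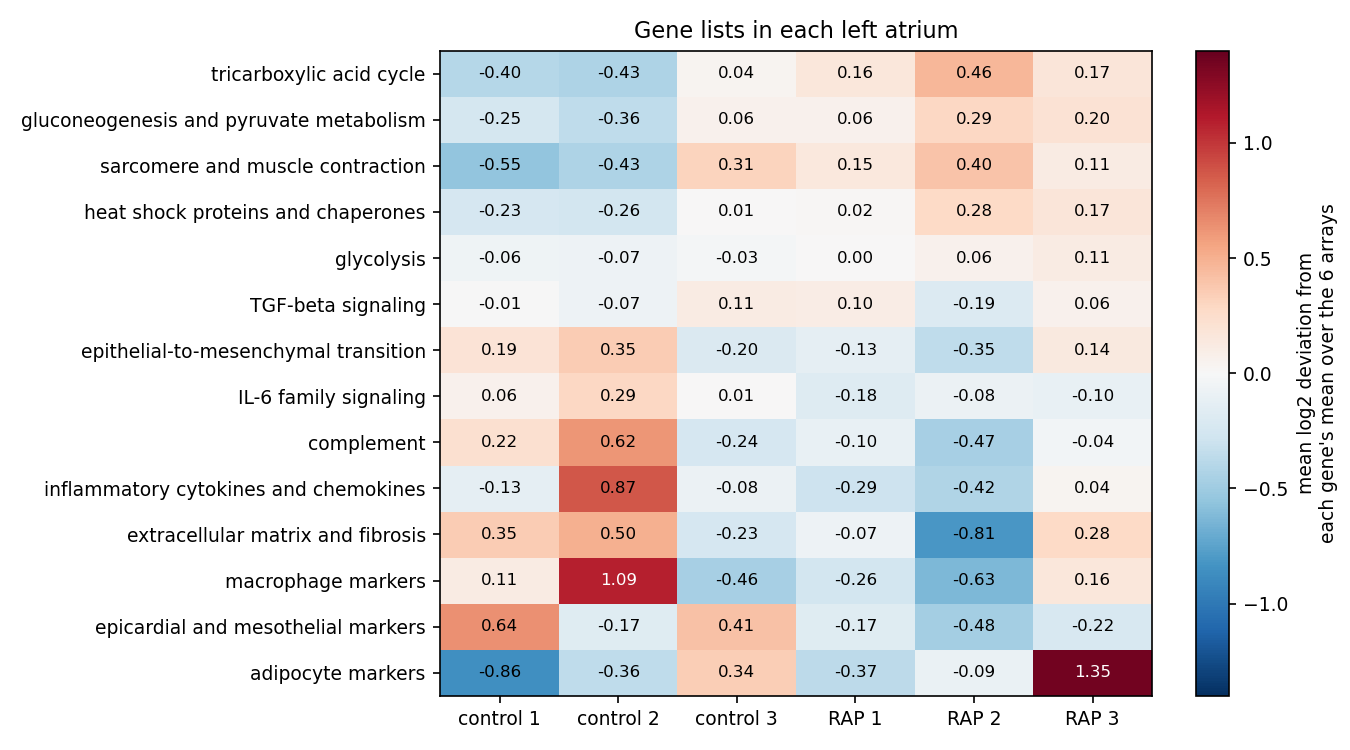
Mean log2 deviation of 14 gene lists on each of the 6 arrays from the genes' means over the 6 arrays, as a colour scale with the values printed. The matrix list stands at 0.50 in control 2 and -0.81 in RAP 2, and in pair 3 at -0.23 in control 3 and 0.28 in RAP 3.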

**TABLE 1:** Enrichment analysis of LA gene expression in response to RAP.

**No.**	**Pathway maps**	***p*-value**	**Ratio**
1	Development_TGF-beta-dependent induction of EMT via MAPK	2.112E-03	4/47
2	Immune response_Lectin induced complement pathway	2.465E-03	4/49
3	Cytoskeleton remodeling_Neurofilaments	2.936E-03	3/25
4	Immune response_Classical complement pathway	3.067E-03	4/52
5	Immune response_IL-6 signaling pathway	4.510E-03	3/29
6	Mucin expression in CF via IL-6, IL-17 signaling pathways	7.083E-03	3/34
7	Immune response_Oncostatin M signaling via MAPK in mouse cells	7.682E-03	3/35
8	Development_TGF-beta-dependent induction of EMT via SMADs	7.682E-03	3/35
	Immune response_Oncostatin M signaling via MAPK in human cells	8.968E-03	3/37
10	Immune response_Human NKG2D signaling	9.656E-03	3/38

**No.**	**Process networks**	***p*-value**	**Ratio**

1	Development_Skeletal muscle development	1.561E-03	8/144
2	Muscle contraction	4.866E-03	8/173
3	Inflammation_IL-6 signaling	9.594E-03	6/119
4	Apoptosis_Apoptotic nucleus	1.076E-02	7/159
5	Development_Regulation of angiogenesis	2.060E-02	8/223
6	Inflammation_Complement system	2.519E-02	4/73
7	Inflammation_Amphoterin signaling	3.426E-02	5/118
8	Cytoskeleton_Intermediate filaments	3.512E-02	4/81

**Genes showing changes in expression after 48 h of rapid atrial pacing (70 ms CL) vs. control pacing (140 ms CL) were detected using Affymetrix Rat genome array and were analyzed with MetaCore pathway analysis. Pathway Maps: The canonical pathways used in this analysis represent a set of ∼650 maps generated from the GeneGo database (GeneGo, St. Joseph, MI, United States) covering human biology (signaling and metabolism) in a comprehensive way. Process Networks: about 110 cellular and molecular processes whose content is defined and annotated by GeneGo. Each process represents a pre-set network of protein interactions characteristic for the process. The table indicates the top maps and networks affected by ATR in the rat. Ratio indicates the number of differentially expressed genes relative to the total number of genes in each map or network.**

### Transcriptomic Signature in the LA of Rats Exposed to RAP Compared With Human AF

Previously reported microarray results by Mace et al. (2009), identified similarities with respect to large-scale patterns of transcriptional remodeling between rapidly stimulated HL-1 myocytes and human AF (Mace et al., 2009). To investigate whether the LA tissue of rats subjected to RAP demonstrates transcriptional similarities with human AF, the differentially regulated transcripts of our data set were compared to the data of Barth et al. (2005), which was utilized for the comparison with HL-1 cells by Mace et al. (2009). The pathway maps of this analysis represent the most dominantly regulated pathways in the rat RAP data set, which were also differentially regulated in the chronic human AF data. Interestingly, the first two pathways which came up in this analysis as well as three additional pathway maps are related to cellular metabolism and specifically to carbohydrate metabolism (Table 2). In human AF, the pattern of adaptation that occurs in metabolic transcripts resembles a fetal energy program (Barth et al., 2005; Kim et al., 2005) including up-regulation of several transcriptions of glycolytic enzymes, suggesting a switch to glucose utilization from fatty acid oxidation. Thus, the results of this analysis indicate that RAP in the rat can lead to transcriptional changes which may resemble human AF particularly in respect to metabolism.

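In the rats, 8 of 20 genes of gluconeogenesis and pyruvate metabolism rose with RAP and 0 fell, with Pck1, the phosphoenolpyruvate carboxykinase (log2 change 0.95, SE 0.28), Dlat and Dld, subunits of the pyruvate dehydrogenase complex (0.84, SE 0.24, and 0.77, SE 0.13), and pyruvate carboxylase Pc (0.79, SE 0.18) among them. Of 28 genes of glycolysis the enzymes Pfkp (0.82, SE 0.16) and Pgk1 (0.52, SE 0.17) rose and the glucose transporter Slc2a1 (-0.72, SE 0.23) fell. Of 19 genes of glycogen metabolism Phkg1 (0.43, SE 0.13) and Pgm1 (0.42, SE 0.13) rose. Of 31 genes of fatty acid oxidation only Etfb, an electron transfer flavoprotein, rose (0.63, SE 0.20), although 29 of the 31 were higher with RAP, and of 65 genes of oxidative phosphorylation 6 rose and 0 fell, among them the respiratory chain subunits Ndufa9 (0.72, SE 0.17), Uqcrc1 (0.70, SE 0.15), Uqcrc2 (0.67, SE 0.18) and Ndufv1 (0.64, SE 0.18). By limma's camera the lists for gluconeogenesis and pyruvate (median 0.39, adjusted p = 0.00033), glycogen (0.31, adjusted p = 0.00055), fatty acid oxidation (0.39, adjusted p = 7.2e-07), oxidative phosphorylation (0.24, adjusted p = 2.7e-07) and glycolysis (0.17, adjusted p = 0.045) were higher. With an estimated correlation each adjusted p was 0.75 or above, and adjusted over the list alone 2 genes of the gluconeogenesis and pyruvate list and 0 of the others had a p under 0.05. Fatty acid oxidation genes had mean changes of 0.17, 0.99 and -0.09 in pairs 1, 2 and 3, and oxidative phosphorylation genes of 0.44, 0.70 and -0.37. Without replicate 2 the medians were 0.12 for glycolysis, 0.10 for glycogen, 0.05 for fatty acid oxidation and 0.03 for oxidative phosphorylation, with no call, and 0.11 for gluconeogenesis and pyruvate with the call kept, and glycolysis was also not called without replicate 3 (0.17) and, unpaired, without control 3 (0.19). Without replicates 1, 2 and 3, respectively, 3, 4 and 12 genes of the gluconeogenesis and pyruvate list and 1, 3 and 47 of oxidative phosphorylation rose, and 0, 0 and 3 of the former and 0 of the latter fell, while of glycolysis 1, 2 and 7 rose and 0, 0 and 6 fell and of fatty acid oxidation and glycogen each 0, 0 and 9 rose (and 0, 0 and 2 of glycogen fell). Pck1 is also a marker of adipocytes, and without the pair as a block Pck1 and Phkg1 did not pass.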

**TABLE 2:** Enrichment analysis: Rat RAP vs. Human AF.

**No.**	**Pathway maps**	***p*-value**	**Ratio**
1	Glycolysis and gluconeogenesis p. 1	2.231E-03	5/46
2	Glycolysis and gluconeogenesis (short map)	4.544E-03	8/66
3	Development_Ligand-dependent activation of the ESR1/AP-1 pathway	2.161E-02	6/14
4	Regulation of lipid metabolism_Regulation of acetyl-CoA carboxylase 2 activity in muscle	2.922E-02	3/19
5	Apoptosis and survival_NO signaling in apoptosis	3.527E-02	4/23
6	Transcription_Transcription regulation of aminoacid metabolism	3.828E-02	8/25
7	Muscle contraction_nNOS Signaling in Skeletal Muscle	4.279E-02	5/28
8	Histamine metabolism	4.428E-02	5/29
9	Transcription_Ligand-dependent activation of the ESR1/SP pathway	4.578E-02	4/30
10	Glycolysis and gluconeogenesis p. 2	4.876E-02	3/32

**Comparison between rat ATR and data set obtained for human AF (3). A comparison between the two gene lists was performed using the “compare experiments workflow” within MetaCore. 44 common genes (shared between the two input gene lists) were found. GeneGo Pathway Maps are as in table-1. The table indicates the 10 maps most commonly associated between the rat ATR and the human AF sets of data. Ratio indicates the number of differentially expressed genes in the Rat ATR set relative to the total number of genes in each map.**

To further test the relevance of our results to those observed in human AF, we further investigated the transcriptional similarities at the level of individual transcripts. This comparison identified 19 out of 44 common transcripts that were regulated in a concordant manner in the rats subjected to RAP and in the human AF atrial samples (Table 3). 

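Of the 19 genes of Table 3, 16 were measured by a probe set with that symbol alone (Fastkd5, Tmem108 and Crtc3 were not), and all 16 lay in the listed direction on average in the rats. Past the thresholds were 7 of 9 listed as higher, including Coq6, an enzyme of ubiquinone synthesis (log2 change 0.53, SE 0.13), the cyclophilin Ppid (0.46, SE 0.15), the small MAF factor Mafk (0.40, SE 0.13) and Adsl, an enzyme of purine synthesis (0.39, SE 0.13), beside Kcnj2, Pfkp and Aspn. Of 7 listed as lower 6 passed, including Trim8, a ubiquitin ligase (-0.60, SE 0.21), the paraoxonase Pon2 (-0.49, SE 0.13) and Zmiz1, a transcriptional coactivator (-0.48, SE 0.14), beside Flrt2, Tcf3 and Foxp1. Not past were Os9, a lectin of the endoplasmic reticulum (-0.48, SE 0.21), Aarsd1 (0.23, SE 0.13) and the glycolytic enzyme Gapdh (0.18, SE 0.13), of whose 16 probe sets 3 passed. The methods' paired t-test called 11 of the 16, and without the pair as a block Adsl, Aspn and Mafk did not pass and Os9 did. Adjusted over the list alone, all 13 genes that passed had a p under 0.05, but the study chose them on these samples, so this is not independent evidence. The human samples of the comparison were not used here. Without replicate 1 the number past the thresholds was 2, without replicate 2 it was 4, without replicate 3 it was 12, and unpaired without control 2 it was 8.

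**Figure D3:**
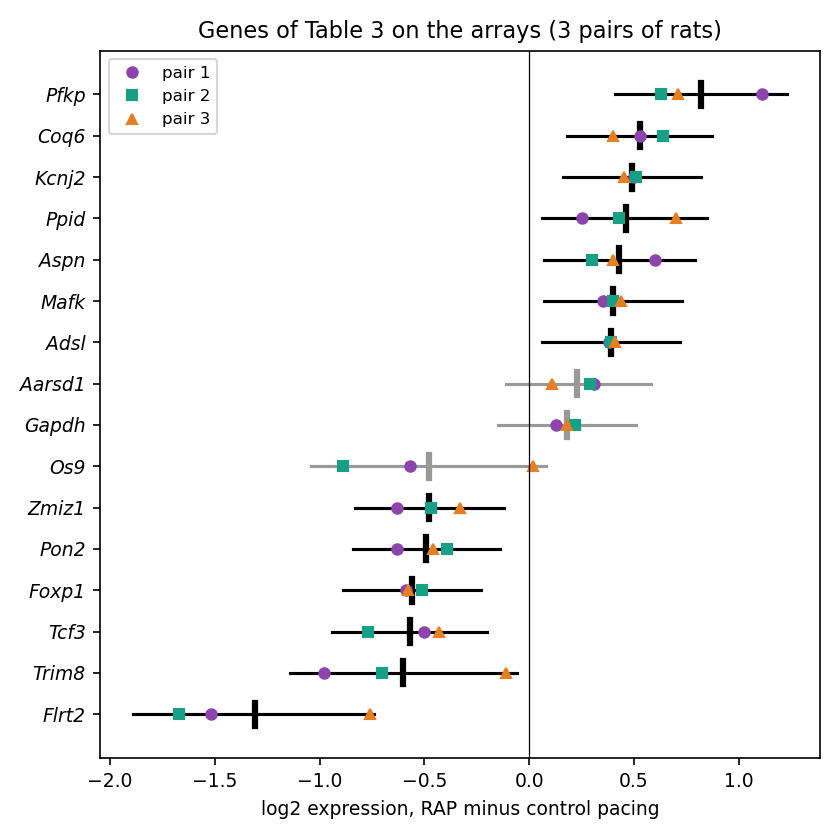
Log2 RAP minus control of the 16 measured genes of Table 3, with the 3 pairs as points, their mean as a thick tick and the 95% confidence interval as a bar, grey where the gene did not pass the study's thresholds. The 9 genes listed as higher lie above 0 and the 7 listed as lower lie below 0 on average, and Aarsd1, Gapdh and Os9 are grey.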

An important finding in this context is the upregulation of KCNJ2 gene which encodes the Kir2.1 channel, which underlies the inward rectifier potassium current, IK1. 

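Kcnj2 stood at a mean log2 signal of 7.03 (SD 0.27) with RAP and 6.54 (SD 0.25) with control pacing, a 1.4-fold rise, with log2 changes of 0.50, 0.51 and 0.45 in pairs 1, 2 and 3. Kcnk2, the stretch-sensitive background channel TREK-1, rose by 0.64 (SE 0.20), with 0.76, 0.98 and 0.17 in the pairs. The transient outward channel Kcna4 rose (log2 change 0.51, SE 0.19), and the background channel Kcnk6 fell (-0.77, SE 0.21). In all, 4 of 33 potassium channel genes rose and 1 fell, with 21 of the 33 higher (median 0.25, limma's camera adjusted p = 0.0069, and 0.75 with an estimated correlation). Among 20 sodium channel, connexin and pacemaker genes the sodium pump subunit Atp1b1 (0.62, SE 0.17) and the pacemaker channel Hcn4 (0.47, SE 0.16) rose, and Scn4b and the sinus node and epicardial factor Tbx18 (-1.31, SE 0.21) fell (median 0.10, adjusted p = 0.21). No potassium channel gene (0 of 33) and, in the second list, 2 genes that fell had a p under 0.05 when adjusted over the list alone. Kcnk2 did not pass without the pair as a block, by the methods' paired t-test or without replicate 1 (0.58) or 2 (0.47), nor did Kcnj2 without replicate 1 or 2 (0.48 each). Without replicates 1, 2 and 3, respectively, 0, 0 and 12 potassium channel genes rose and 1, 0 and 1 fell, 0, 0 and 6 genes of the second list rose and 2, 3 and 2 fell, and the potassium channel list was not called without replicate 2 (median 0.10).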

Upregulation of Kir2.1 is a typical finding in ATR of large mammal models and gain-of-function mutation in this gene underlies a familial form of AF (Xia et al., 2005). Kir2.1 is regulated by NFAT signaling, which is tightly regulated through the calcineurin/NFAT signaling pathway and seems to play an important role in AF-related remodeling (Wakili et al., 2011; Harada et al., 2014). In this regard, the downregulation of FOXP1 (Table 3) is also in line with NFAT activation since this transcription factor is a known repressor of NFAT signaling in cardiomyocytes (Bai and Kerppola, 2011). Moreover, KCNJ2 upregulation has been linked to an inhibitory effect of NFAT activation on MIR-26 and possibly MIR-101 and MIR-1 (Wakili et al., 2011; Luo et al., 2013). 

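Foxp1 stood at a mean log2 signal of 8.73 (SD 0.09) with RAP and 9.29 (SD 0.10) with control pacing, a change of -0.56 (SE 0.13), with -0.59, -0.51 and -0.58 in pairs 1, 2 and 3. It passed by the methods' paired t-test and did not pass without replicate 1 (-0.55). Of 23 genes of calcineurin-NFAT signaling, Homer1, a scaffold protein of calcium signaling, rose (log2 change 0.84, SE 0.25) and Foxp1 was the only one to fall. Homer1 did not pass without replicate 1 (0.79) or replicate 2 (0.58), nor by the methods' paired t-test. More genes of the list passed without replicate 3 (7 rose and 3 fell, median 0.29) and unpaired with control 3 alone left out (6 and 3, median 0.16), and fewer without replicate 1 (0 and 0) and replicate 2 (0 and 1). The list as a whole had a median change of 0.08, with 15 of 23 genes higher, and was not called (limma's camera adjusted p = 0.27). With p adjusted over the list alone, 0 of its genes fell under 0.05. NFAT activity itself, which depends on dephosphorylation and entry into the nucleus, is not measured by the arrays.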

Consistent with this mechanism we found significant down regulation of MIR-26 and MIR-101 and a trend of down regulation for MIR-1 in the rat LA samples subjected to RAP (Figure 5). 

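In the left atria of the rats, Cacna1c stood at a mean log2 signal of 7.05 (SD 0.46) after RAP and 6.82 (SD 0.25) after control pacing, a change of 0.22 with a 95% confidence interval from -0.49 to 0.94, and of 0.16, 0.91 and -0.39 in pairs 1, 2 and 3. Cacnb1 stood at 5.56 (SD 0.14) and 5.58 (SD 0.32), a change of -0.01 with an interval from -0.53 to 0.50. These intervals include changes of more than 1.3-fold in both directions. Leaving out replicate 2 gave -0.12 for Cacna1c, and leaving out replicate 1 gave 0.22 for Cacnb1, which was also above 0 with the arrays centred on their medians (0.03). Other genes of calcium handling did pass: beside Casq2, the channel subunits Cacna2d1 (log2 change 0.65, SE 0.17) and Cacna1h, of the T-type channel (0.62, SE 0.18), rose, and the β subunit Cacnb3 fell (-0.71, SE 0.21). In all, 4 of 37 genes rose and 1 fell, with 27 of the 37 higher (median 0.17, limma's camera adjusted p = 0.0035, and 0.75 with an estimated correlation), and adjusted over the list alone 0 had a p under 0.05. Without replicate 1 or without replicate 2, Cacna2d1 (0.59 and 0.52), Cacna1h (0.57 and 0.49) and Cacnb3 (-0.50 and -0.69) did not pass, and the list's median without replicate 2 was 0.04 with no call. The number of genes that rose was 1, 1 and 15, and of those that fell 0, 0 and 2, without replicates 1, 2 and 3. Without the pair as a block Cacna1h did not pass. The microRNAs were not analysed here.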

Of note, while prominent upregulation of MIR-328 was also noted in AF-related remodeling (Lu et al., 2010) and was shown to inhibit the expression of CACNA1C and CACNB1, which encode cardiac L-type Ca^2+^ channel α1c- and β1 subunits, differential regulation of this MIR or the relevant subunits of the L-type Ca^2+^ channel were not observed in our RAP data set of the rat (Figure 5).

**TABLE 3:** Rat ATR vs. Human AF; commonly regulated genes.

**Common regulation**	**Gene symbol**	**Gene title**	**Metacore pathway/GO**
Up	AARSD1	Alanyl-tRNA synthetase domain containing 1	Alanyl-tRNA aminoacylation
	ADSL	Adenylosuccinate lyase	AMP biosynthetic process
	ASPN	Asporin	Negative regulation of transforming growth factor
	COQ6	Coenzyme Q6 homolog (*S. cerevisiae*)	Ubiquinone biosynthesis process
	FASTKD5	FAST kinase domains 5	Mitochondrion
	GAPDH	Glyceraldehyde-3-phosphate dehydrogenase	Glycolysis_and_ Gluconeogenesis
	KCNJ2	Potassium inwardly-rectifying channel, subfamily J, member 2	Ion transport
	MAFK	V-maf musculoaponeurotic fibrosarcoma oncogene homolog K (avian	Transcription, DNA-dependent
	PFKP	Phosphofructokinase, platelet	Glycolysis and Gluconeogenesis
	PPID	Peptidylprolyl isomerase D (cyclophilin D)	Protein folding
Down	Tcfe2a	Transcription factor E2a	Muscle cell differentiation/positive regulation of B cell proliferation
	FLRT2	Fibronectin leucine rich transmembrane protein 2	Cell adhesion
	FOXP1	Forkhead box P1	Specific transcriptional repressor activity
	OS9	Osteosarcoma amplified 9, endoplasmic reticulum lectin	Response to endoplasmic reticulum stress
	PON2	Paraoxonase 2	Response to oxidative stress
	TMEM108	Transmembrane protein 108	?
	CRTC3	CREB regulated transcription coactivator 3	Positive regulation of CREB transcription factor
	TRIM8	Tripartite motif-containing 8	Protein ubiquitination
	ZMIZ1	Zinc finger, MIZ-type containing 1	Regulation of transcription, DNA-dependent

*Comparison between rat ATR and a data set obtained for human AF (3) (Barth et al., 2005). The table indicates 19 genes that were regulated in a similar manner in both data sets.*

**FIGURE 5:**
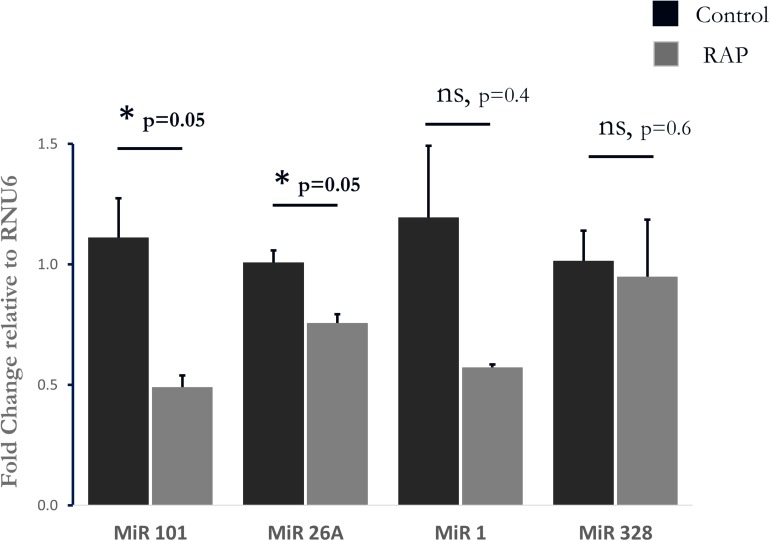
Analysis of four Micro RNAs known to be involved in AF-related remodeling. Note significant downregulation of MIR-101, and MIR-26A as well as a non-significant tendency of reduction in MIR-1. MIR-328 was unaffected by RAP (*n* = 3 for both RAP and control pacing, Mahan–Whitney test).

## Discussion

Sustained atrial tachycardia can modify the atrial properties of the large mammalian heart so that AF episodes recur and are maintained more readily over time (Wijffels et al., 1995; Nattel, 1999; Members et al., 2006). This ATR process is suggested to contribute to a variety of clinically important phenomena including the tendency of paroxysmal AF to become persistent, the tendency of AF to recur soon after cardioversion and the refractoriness of long-lasting AF episodes to pharmacological attempts of cardioversion. Experimentally, long-term RAP can stimulate ATR and eventually lead to sustained AF in large animal models (Wijffels et al., 1995; Yue et al., 1997). However, the effects of RAP in small mammalian models are far from being elucidated.

In this study, utilizing our unique experimental apparatus for EP studies in unanesthetized rodents (Mulla et al., 2017, 2018), we focused on the gap of knowledge in regard to ATR and AF substrate formation in rodents exposed to RAP. Although the duration of RAP was technically limited to several days in our system (see Limitations section), we could still obtain crucial experimental findings. Our results indicate that sustained RAP over several days increases the AF substrate of rats and recapitulates important molecular signatures of ATR that were previously described in large mammals and humans with AF. In contrast to the experiments in rats, which demonstrated increased AF substrate following more than 2 days of RAP, we did not find any indications for increased AF substrate formation in unanesthetized mice exposed to RAP for up to 7 consecutive days at 1200 bpm. These findings seem consistent with the recently reported results of Hulsmans et al. (2018). While Hulsmans et al. (2018) managed to perform long-lasting LA pacing using a leadless Medtronic pacemaker adapted for mice experimentation, AF inducibility tested in the anesthetized state at the end of 28 days demonstrated only a mild tendency of increase, which did not reach statistical significance. Interestingly, Hulsmans et al. (2018) also report molecular findings which are consistent with increased inflammatory response in the atrial tissue and are in line with our current microarray findings in the rats (discussed below). Thus, it is possible that although ATR in mice can promote AF substrate over time, this tendency is harder to detect due to the substantially lower basal AF substrate of mouse relative to the rat. Another option which should be taken into consideration is that atrial pacing at a rate of 1200 bpm (50 ms CL) does not lead to an actual 1:1 response in the atria of unanesthetized mice. Indeed, our previous findings in ICR mice under isoflurane anesthesia indicate that failure of 1:1 atrial capture may often occur in rates lower than 1200 bpm (Etzion et al., 2008). Thus, it is possible that the empirical RAP at 1200 bpm in the current study as well as in Hulsmans et al. (2018) did not actually lead to similar activation rate in the atria itself. Although we actively attempted to answer this question in the present study by implanting MBHEs on both atria, this experimental attempt technically failed. Thus, the answer for this critical question will have to wait for future technical advances.

### Transcriptional Analysis

Transcriptome analysis is among the most utilized approaches to study human disease at the molecular level (Casamassimi et al., 2017). Transcriptome analysis has proved to be a powerful approach to identify gene expression changes in response to AF and ATR (Barth et al., 2005; Kim et al., 2005; Mace et al., 2009; Deshmukh et al., 2015). Thus, we decided to utilize this approach to gain more insights into the ATR of rodents in the present study as well. Since such analysis is known to be highly sensitive to experimental confounders we had to carefully consider our experimental design. In this regard, our ability to create a model in which ventricular response is totally similar between RAP and control animals (Figure 4A) as well as the use of pairs of animals in which the implantation, recovery and actual pacing was done simultaneously, were all critical for the success of this approach.

The obtained results indicate that RAP in the rat induces atrial changes which may have high relevance for the pathophysiology of AF. For instance, EMT is an essential process during development, in which epithelial cells lose their epithelial markers and start to express fibroblast markers. The process of EMT also plays an important role in various pathological conditions, such as organ fibrosis and tissue repair (Kalluri and Neilson, 2003; Kalluri and Weinberg, 2009). Transforming growth factor-β (TGF-β) signaling which was dominantly affected according to our analysis, plays a central role in activation of fibrosis and is also an inducer of EMT. Inducible cardiomyocyte-specific deletion of Tgfbr2 in mice was shown to reduce fibrosis and improved cardiac function (Koitabashi et al., 2011). In contrast, cardiac overexpression of constitutively active TGF-β1 in mice resulted in selective atrial fibrosis, electrical conduction heterogeneity and AF susceptibility (Verheule et al., 2004).

The IL-6 signaling pathway, which was also found to be differentially regulated by RAP (Table 1; pathway map #5, Process network #3), has various pro inflammatory effects including stimulation of the synthesis of several acute-phase reaction proteins, such as fibrinogen and CRP, and endothelial cell activation and damage (Guo et al., 2012). 

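On the arrays, genes of IL-6 family signaling were lower with RAP than with control pacing. Of 37 measured genes 0 rose and 6 fell, among them the acute-phase protein Lbp (log2 change -1.34, SE 0.22), Socs3, the feedback inhibitor of the pathway (-1.04, SE 0.36), and the transcription factors Cebpd (-0.51, SE 0.19) and Jun (-0.49, SE 0.13). Il6 itself had mean log2 signals of 3.75 (SD 0.21) with RAP and 4.34 (SD 0.78) with control pacing, under the signal level of 5, and a change of -0.59 with a 95% confidence interval from -1.59 to 0.41. The list had a median change of -0.21, with 12 of 37 genes higher and pair means of -0.24, -0.38 and -0.11 (limma's camera adjusted p = 0.014, and 0.75 with an estimated correlation). The methods' paired t-test called 3 genes, and adjusted over the list alone 0 had a p under 0.05 by limma. Without replicate 1 the median was -0.08 with 1 gene falling, without replicate 2 it was -0.08 with 2, without replicate 3 it was -0.26 with 11 falling and 1 rising and, with control 2 alone left out, it was -0.11 with no call. Without the pair as a block Cebpd did not pass.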

Interestingly, several studies have indicated that elevated serum levels of IL-6 are associated with AF occurrence (Conway et al., 2004; Psychari et al., 2005; Marcus et al., 2010). IL-6 levels have also been positively correlated, not only with the presence of AF but also with its duration and with enlargement of left atrial diameter (Psychari et al., 2005). Additionally, prospective studies showed that high IL-6 levels independently predicted stroke in patients with AF (Lip et al., 2007; Roldan et al., 2012), and the addition of IL-6 resulted in improved prediction performance of the CHA2DS2-VASc clinical risk stratification schemes (Roldan et al., 2012). Complement activation (Table 1; pathway map #2, Process network #6) has also been described in patients with AF without other associated inflammatory diseases (Bruins et al., 1997). 

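On the arrays, complement genes were lower with RAP in pairs 1 and 2. Of 27 measured genes 0 rose and 6 fell, among them C3, the central component, C1s (log2 change -1.14, SE 0.22) and C1r (-0.83, SE 0.21), the proteases that start the classical pathway, and Serping1, the inhibitor of these proteases (-0.84, SE 0.16). These genes were lower with RAP in each of the 3 pairs. The list as a whole had a median change of -0.39, with 5 of 27 genes higher and pair means of -0.32, -1.09 and 0.20 (limma's camera adjusted p = 0.0032, and 0.75 with an estimated correlation). The methods' paired t-test called 1 gene, and by limma 0 had a p under 0.05 adjusted over the list alone. The list's mean deviation stood highest in control 2, at 0.62, as did that of macrophage markers, whose mean change in pair 2 was -1.72, and C3 is also on the list of epicardial and mesothelial markers. Without replicate 2 the list's median was 0.10, and with control 2 alone left out it was -0.09, with no call in either case, and 4, 4 and 14 genes fell and 0, 0 and 1 rose without replicates 1, 2 and 3.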

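Gch1, the enzyme that opens the synthesis of tetrahydrobiopterin, a cofactor of nitric oxide synthases, stood at a mean log2 signal of 5.50 (SD 0.45) in the left atria after RAP and 6.33 (SD 0.45) after control pacing. The change was -0.84, with -0.73, -0.90 and -0.87 in pairs 1, 2 and 3, and it passed the study's thresholds by limma, by the methods' paired t-test, without the pair as a block and with any 1 pair left out. Of 23 genes of nitric oxide synthases and tetrahydrobiopterin, Gch1 and Nos1ap, an adaptor of the neuronal synthase (-0.63, SE 0.22), fell, and Cav3, the muscle caveolin that binds nitric oxide synthase, rose (0.80, SE 0.23). Nos1ap did not pass without replicate 1 (-0.78) or replicate 3 (-0.35), with array weights (-0.37) or with the arrays centred on their medians (-0.59) or quantile normalized again (-0.58), and Cav3 did not pass without replicate 1 (0.57) or replicate 2 (0.74). The list had a median change of -0.11, with 9 of 23 genes higher, and was not called by limma's camera (adjusted p = 0.35). Without replicates 1, 2 and 3, respectively, 0, 0 and 1 of its genes rose and 1, 2 and 4 fell. Adjusted over the list alone, 1 gene that fell had a p under 0.05.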

On the single gene level, the downregulation of gch1 which was also confirmed by the qPCR analysis (Figure 4C) is an intriguing finding. Gch1 is the first and rate-limiting enzyme in the *de novo* biosynthesis of tetrahydrobiopterin (BH4), an essential co-factor for all 3 isoforms of nitric oxide synthase (NOS) (Werner et al., 2011). NO is synthesized from L-arginine and oxygen by NOS using BH4 as a cofactor. Under conditions of low BH4 bioavailability, NOS is uncoupled to produce superoxide anion (O2–) instead of NO (Alkaitis and Crabtree, 2012). A growing body of evidence suggests that NOS uncoupling is involved in atrial remodeling and the pathogenesis of AF (Schotten et al., 2011; Bonilla et al., 2012). The comparison of rat RAP findings with human AF data support similarities in metabolic changes and demonstrate indirect but compelling evidence for the activation of NFAT signaling in the rat RAP samples as has been demonstrated in large mammalian models of ATR (Wakili et al., 2011).

At this point it is hard to determine which of the transcriptional changes observed in the present study may be linked to the increased AF substrate that we identified following 48 h of RAP. It seems unlikely that TGF-^β^ signaling leading to fibrosis may have such a rapid effect on AF substrate formation. While KCNK2 upregulation leading to AERP shortening may be a plausible mechanism, our previous findings in rats as well as the recent findings of Hulsmans et al. (2018) in mice (Hulsmans et al., 2018) do not support persistent AERP shortening in rodents exposed to RAP. Of note, while absence of AERP shortening may be regarded as a clear disadvantage of the rodent RAP model in mimicking AF-related remodeling, our current data may suggest that this model may be further utilized to access the effects of RAP which can enhance AF substrate formation regardless of AERP shortening. Such mechanisms are clearly harder to access in the classical large mammalian models in which AERP shortening is among the most dominant findings.

### Limitations

The inability to maintain RAP for more than several days with our MBHE is a clear drawback of our system. This limitation is clearly related to the application of continuous pacing through the electrode which invariably leads to increase of the capture threshold over time (Supplementary Figure S2) and is not detected if pacing is not applied through the electrode. Nevertheless, while this study was designed and operated our MBHE was still the only published methodology for implantation of atrial pacing electrodes in rodents (Etzion et al., 2008; Mulla et al., 2017, 2018). Certainly, the recent proof of concept of Hulsmans et al. (2018) demonstrating far more stable pacing capabilities urge for improvements in our system as well. Nevertheless, the ability of our system to be utilized for repeated EP evaluations of rodents in the conscious state is currently unique and was a crucial component of the current study. A clear additional limitation of the current setup was the inability to obtain additional EP parameters such as AERP and conduction velocity. This is related to the fact that only two electrical poles were implanted on the RA in the current MBHE design and such setup does not allow clear detection of the atrial signal during pacing (Etzion et al., 2008). Clearly, a future improvement of the system enabling the insertion of two pairs of electrical poles (one pair for pacing and additional one for recording) would be of great value. The short duration of arrhythmic episodes induced by burst pacing in rodents is another limitation that should be considered. However, it has been shown in several studies that the susceptibility to this form of arrhythmia is affected by multiple etiological factors of clinical relevance to human AF (Iwasaki et al., 2014; Hohl et al., 2017; Lau et al., 2017).

Finally, false discovery rate (FDR) was not used for analysis of the microarray data, since the signals we detected were not strong enough to pass the FDR cutoff. Nevertheless, it should be kept in mind that the methodology we used in order to confirm similar ventricular response rate and confine our findings to the effect of RAP only, restricted the biological differences in atrial response rate between the RAP and the control animals (as it induced certain degree of atrial tachypacing in the control animals as well). In addition, our microarray findings were clearly validated using real-time RT PCR experiments. Thus, regardless of this limitation the findings are highly specific to RAP and are validated in biological terms.

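The genes with the smallest p among those named, St6galnac2, Prg4 and Tfrc, had an adjusted p of 0.756 by limma, and so had Gch1. Adjusted by Benjamini and Hochberg's method over the 19907 probe sets, limma called 0 probe sets at an adjusted p under 0.05. It had 1275 at an unadjusted p under 0.05, where 995 would fall on average with no change. How far that number varies when probe sets move together was not tested. By the methods' paired t-test 0 were called too, with 1147 at an unadjusted p under 0.05 and a smallest adjusted p of 0.795, and without the pair as a block limma called 0, with 1746 and 0.563. With array weights, which gave the arrays of pairs 1, 2 and 3 weights of 4.91, 0.623 and 0.327, 2738 probe sets had an adjusted p under 0.05. Over the 11237 genes the smallest adjusted p by limma was 0.699. The share of probe sets estimated as unchanged was 90.6%. In simulated data with the same spread and number of arrays, the study's thresholds found 37.4% of 1.3-fold changes, 72% of 1.5-fold changes and 91.8% of 2-fold changes by limma, and 17.9, 44.2 and 70.7% by the methods' t-test, and an adjusted p under 0.05 found 0% of them by limma.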

## Data Availability Statement

The datasets generated for this study can be found in GEO, GSE126711.

## Ethics Statement

The study was carried out in strict accordance with the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All animal studies reported in this article were approved by the institutional ethics committee of Ben-Gurion University of the Negev, Israel.

## Author Contributions

WM, BH, SEl, MMo, MMu, and HK-G performed the experiments. WM, IP, and SEt analyzed the data and interpreted the results of the experiments. WM, SEt, and YE prepared the figures. WM and YE drafted the manuscript. RG, MMu, HK-G, and VC-C edited and revised the manuscript. All authors approved the final version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Rapid Atrial Pacing Promotes Atrial Fibrillation Substrate in Unanesthetized Instrumented Rats
**Source:** Front Physiol. 2019 Sep 20;10:1218. doi: 10.3389/fphys.2019.01218
**Supplement:** Supplementary file 1

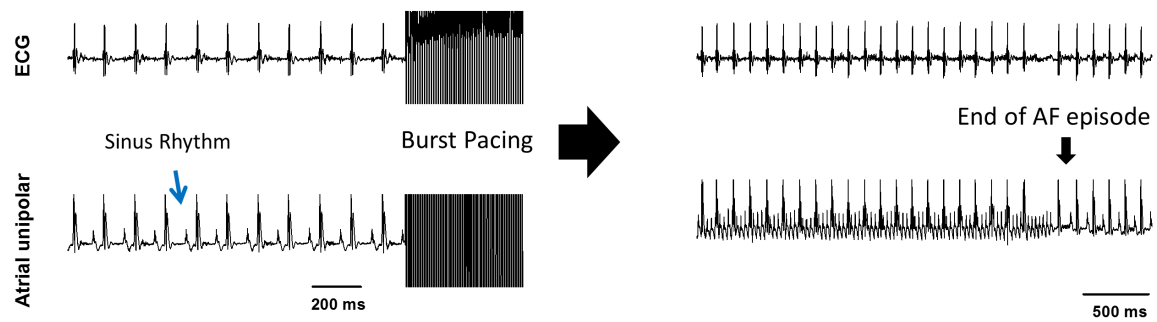

**Figure S1: Example of an atrial arrhythmic episode triggered by burst pacing in a conscious C57Bl/6 mice.** *Left:* Baseline ECG and atrial-unipolar recordings. *Middle:* Standard burst pacing protocol (20 seconds, 100 Hz, double threshold). *Right:* Post-burst recordings of a regular arrhythmic episode and its conversion to sinus rhythm (arrow).

# Supplementary material for: Rapid Atrial Pacing Promotes Atrial Fibrillation Substrate in Unanesthetized Instrumented Rats
**Source:** Front Physiol. 2019 Sep 20;10:1218. doi: 10.3389/fphys.2019.01218
**Supplement:** Supplementary file 2

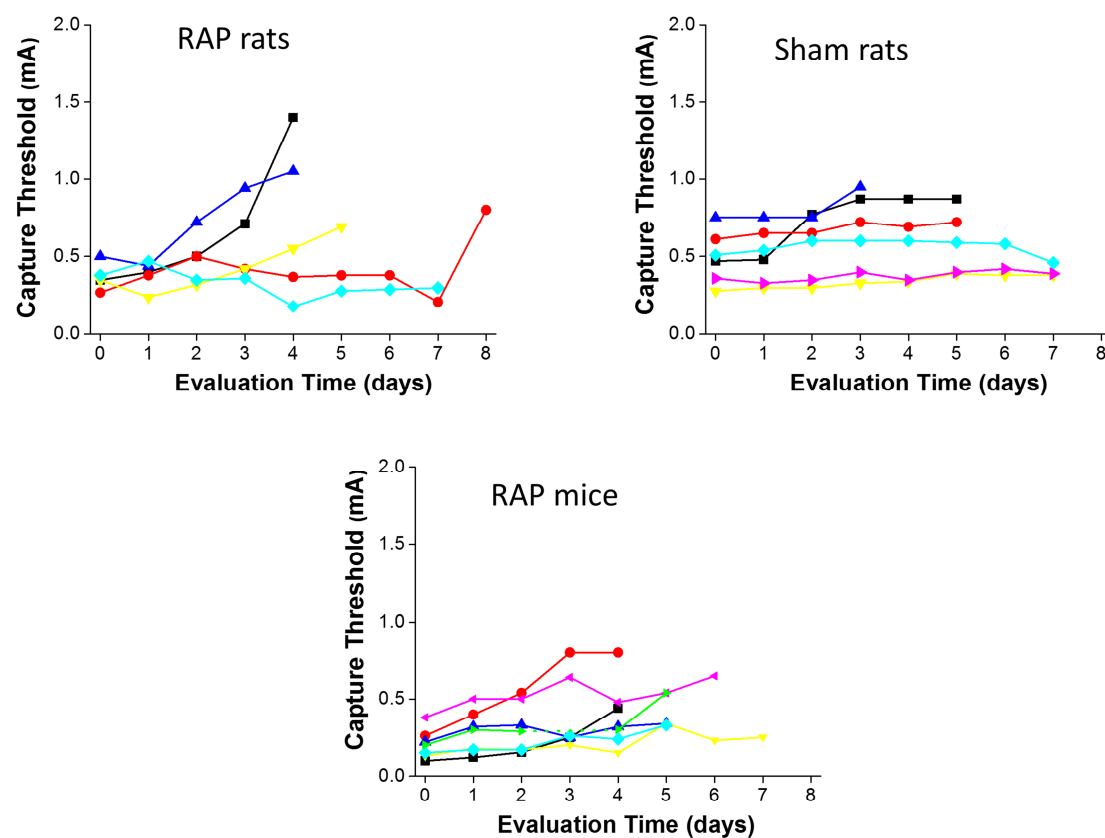

**Figure S2: Daily trial capture threshold measurements of conscious rats and mice.** Each plot represents an animal recorded for at least four consecutive days in the EP apparatus. For rats see AF substrate analysis results in Figure 2. Colors for each animal are matched with Figure 2. For mice see AF substrate analysis results in Figure 3.

# Supplementary material for: Rapid Atrial Pacing Promotes Atrial Fibrillation Substrate in Unanesthetized Instrumented Rats
**Source:** Front Physiol. 2019 Sep 20;10:1218. doi: 10.3389/fphys.2019.01218
**Supplement:** Supplementary file 3

**Mulla et al., Front. Physiol. | doi: 10.3389/fphys.2019.01218**

**Table S1:** Rat primers for genes of interest.

| Reverse primer | Forward primer |  |  |
| --- | --- | --- | --- |
| TTCCACCAAGACATCTGCTGC | CCAAGAGGCTGGGCTTCA | NM_017131.2 | **Casq2** |
| CAGTTGGATTTCCTCCTGTAGCTT | CCGAGCTCTACGAGGAGGAGAT | NM_022531.1 | **Des** |
| TCGCCTGGTTGTGGAGATCT | TGAAAATGAAGTTGCCCTAACAAG | NM_017296.1 | **Kcnj2** |
| TTGAAGCATTCTTCTCCATTGTTG | GTGCTCTGTGGGTACCTTGATG | NM_031131.1 | **Tgfb2** |
| GATGGCCACTGCAATCTGTTT | GCAAGTCCTTGGTCTCAGCAA | NM_024356 | **Gch1** |
| AGCTTCTTCAGCAACAGGATGC | TTCCTCCAAGTGGTTGATAAATTG | NM_001008880 | **Scn4b** |
| TGGCGGAAGTGGTAGTATTCACT | GGACTTAGCTGCTCGCAACTG | NM_001106889 | **Ptk7** |
| GCGTGATGCCAAGTACTGTCA | GCTAAGGAGACAAGGCTACCAGAT | NM_001106750 | **Flrt2** |
| GTAGATTCAACTTGCCGCTGTCT | GAGCACTTCAGGGATTTGAATCAT | NM_012583.2 | **Hprt1** |

# Supplementary material for: Rapid Atrial Pacing Promotes Atrial Fibrillation Substrate in Unanesthetized Instrumented Rats
**Source:** Front Physiol. 2019 Sep 20;10:1218. doi: 10.3389/fphys.2019.01218
**Supplement:** Supplementary file 4

**Mulla et al., Front. Physiol. | doi: 10.3389/fphys.2019.01218**

**Table S2:** Rat primers for miRs of interest.

| HSMIR-0101 | UACAGUACUGUGAUAACUGAA |
| --- | --- |
| HSMIR-0026A | UUCAAGUAAUCCAGGAUAGGCU |
| RNMIR-0001 | UGGAAUGUAAAGAAGUGUGUAU |
| HSMIR-0328 | CUGGCCCUCUCUGCCCUUC |

# Supplementary material for: Rapid Atrial Pacing Promotes Atrial Fibrillation Substrate in Unanesthetized Instrumented Rats
**Source:** Front Physiol. 2019 Sep 20;10:1218. doi: 10.3389/fphys.2019.01218
**Supplement:** Supplementary file 5

**Mulla et al., Front. Physiol. | doi: 10.3389/fphys.2019.01218**

**Table S3:** Significantly regulated genes in the LA of rats: RAP vs Control pacing (2 days).

Click on the table to see the full list of genes in an Excel format.

How the deposited data were processed for this re-analysis (not part of the article)

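RNA from the left atria of 6 rats, 3 after rapid atrial pacing at a cycle length of 70 ms and 3 after control pacing at 140 ms for 48 hours, had been hybridized to 1 whole-transcript rat array per rat. The authors made the deposited values in Partek Genomics Suite by robust multiarray averaging with default parameters, which corrects the background, normalizes the arrays to each other by quantiles and summarizes the probes of a probe set on the log2 scale. The version of that software is not stated. The range of the values and the quartiles of the 6 arrays, which are close but not equal (4.27 to 4.35 and 7.51 to 7.59), were checked against this unit. The values were used as deposited, with no further normalization in the reported results.

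Gene symbols came from the array's annotation, in which 15310 probe sets carry 1 symbol, 323 several and 13581 none. Of the probe sets with 1 symbol, 15279 have a gene identifier that is in the current rat gene list, and 0 symbols had to be changed. Probe sets with a log2 signal above 5 in at least 1 array were kept (19907, of which 11921 carry 1 symbol), as the study's methods state, and each of the 11237 genes is given by the probe set with the highest mean signal. 441 genes have more than 1 probe set. No coordinates are given, since the annotation names no genome build.

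RAP and control pacing were compared with limma 3.58.1 in R 4.3.3 on the log2 values, with the pair as a block and empirical Bayes moderation without a trend (2 residual and 2.76 prior degrees of freedom). The study's thresholds were applied to the unadjusted p (under 0.05) and the fold change (above 1.3). Adjusted p-values are Benjamini and Hochberg's, over all kept probe sets or genes for single genes and over the lists for list tests. The 3 pairs come from the paper, in which the rats of a pair were operated on and recovered under similar conditions and paced at the same time in adjacent cages, and the labels of the samples number them. As a check of the pairing, the mean correlation between the arrays of a pair was 0.9611, within a group 0.9673 and between other arrays 0.9659. On average over the pairs the values therefore show no likeness of paired arrays (the deviations of pair 1 were correlated at 0.22), and results without the pair as a block are given where they differ in a call.

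The 48 gene lists (1177 genes, 997 measured), the markers of cell types among them, the thresholds, the fit, the alternatives (apart from leaving out a single array) and the rule for naming genes were set before the data were examined. Apart from the lists of Table 3 and of the RT-qPCR genes, the lists were written from textbook knowledge. The gene sets of the MetaCore maps were not used here. Many of the lists cover pathways that the paper reports from these same arrays. Some hold genes that the study chose on these samples, such as Foxp1, Gch1, Kcnj2, Casq2, Pfkp, Tgfb2 and Tcf3. The counts and calls of such lists are therefore not fully independent of the study's results. Of the lists, 46 have at least 5 measured members and were tested with limma's camera with a preset correlation of 0.01, and 14 were higher and 9 lower with RAP at an adjusted p under 0.05. For 11 of these 23 the mean change had the same sign in all 3 pairs. The Table 3 lists, higher (median 0.43, 9 genes, adjusted p = 1.8e-07) and lower (median -0.56, 7 genes, adjusted p = 2.5e-07), are the study's choice on these samples and are not independent evidence. A list is tested against all other genes, so a list that moves with the composition of the tissue is called as well.

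Named in the text are the genes the paper names for the array study (values in the paper's tables had been seen), the 10 largest rises and the 10 largest falls among genes past the thresholds that moved the same way in all 3 pairs, and up to 4 members per list past the thresholds, by size of the change. A gene with several probe sets is given by the one with the highest mean signal. Of the named genes with several probe sets, all probe sets of Dlat, Fosl2 and Ppid passed, 1 of 2 of Hspd1 and 3 of 16 of Gapdh. Crtc3, Fastkd5, Tgfbr2 and Tmem108 have no probe set under their symbol alone.

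The precision of the design was tested on simulated data with the measured spread and 3 pairs, in 20 runs with 50 changed probe sets per fold change. The simulated probe sets did not move together as those of the arrays do. A 3-fold change was found in 97.7% of cases by limma with the study's thresholds and in 86.7% by the methods' t-test. With no change simulated, the largest number of probe sets at an adjusted p under 0.05 was 0 by limma and 2 by the methods' t-test. With 3 arrays per group an exact permutation test cannot give a two-sided p under 0.1. The median log2 change of all kept genes was -0.007.

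The alternatives tried were no replicate block, the methods' paired t-test, limma with a variance trend and robust moderation, array weights, no filter and a stricter filter on dim probe sets, centring on medians, a further quantile normalization, cyclic loess, other fold thresholds, other ways to take 1 value per gene, an estimated correlation, fry and Fisher's exact test for the lists, and leaving out each replicate pair. Leaving out control 2, control 3 or RAP 2 alone was added after the data had been seen. Not analysed here were the RT-qPCR, the microRNAs, the electrophysiology and the human data sets that the paper compares.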

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

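That these lists stand outside what the paper discusses was decided only after their results were seen, as was the requirement that their mean change have the same sign in all 3 pairs, and every test of an explanation below was chosen after the result it tests was seen. For the fetal gene program and hypertrophy list this holds only in part, since the paper likens metabolic changes in human AF to a fetal energy program and names cellular hypertrophy and dedifferentiation among the features of remodeling.

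Genes of the tricarboxylic acid cycle were higher with RAP, a signal in genes that the paper does not discuss: 7 of 15 rose and 0 fell, all 15 were higher (median log2 change 0.52, limma's camera adjusted p = 1.1e-09), and the subunits of the cycle's dehydrogenases Idh3a (0.76, SE 0.14), Idh3b (0.67, SE 0.20) and Sdha (0.62, SE 0.19) and the ligase subunit Sucla2 (0.64, SE 0.22) led them. The camera adjusted p of this list, and of each list that follows in this paragraph, was 0.75 with an estimated correlation. Heat shock proteins and chaperones had a median change of 0.32 (26 of 29 genes higher, adjusted p = 2.5e-07). In the fetal gene program and hypertrophy list 4 of 18 rose, among them Ankrd2, a stretch-responsive ankyrin repeat protein (0.68, SE 0.15), and Timp1 fell (median 0.42, adjusted p = 0.00049). Immediate-early genes were lower, with 0 of 32 rising and 5 falling, among them Ier3 (-1.06, SE 0.32), Atf3 (-0.84, SE 0.27), Fosl2 (-0.76, SE 0.27) and Egr1 (-0.70, SE 0.26), transcripts induced by acute stimuli (median -0.33, adjusted p = 0.00037). Adipocyte markers were higher, with 6 of 15 rising and 0 falling, among them Adipoq, the hormone adiponectin (1.09, SE 0.21), and Gpd1, an enzyme of triglyceride synthesis (0.81, SE 0.25), beside Car3 and Pck1 (median 0.50, adjusted p = 1.8e-07). Epicardial and mesothelial markers were lower, with 4 of 14 falling, C3, Tbx18, the transcription factor Wt1 (-0.85, SE 0.19) and the surface protein mesothelin Msln (-0.71, SE 0.14), and 0 rising (median -0.66, adjusted p = 0.00049).

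With an estimated correlation each of these lists had an adjusted p of 0.75. Adjusted over the list alone, 3 epicardial and mesothelial genes and 0 genes of the other lists had a p under 0.05. The median of the fetal program fell to 0.23 without replicate 1 and 0.11 without replicate 2, that of immediate-early genes was -0.19 without replicate 2 and that of the epicardial and mesothelial markers was -0.16 without replicate 1, with the calls kept, and the last list was not called unpaired without control 3 (-0.69). Without replicates 1, 2 and 3, respectively, members that rose numbered 1, 1 and 14 in the cycle list, 2, 4 and 9 in the fetal program (0, 1 and 2 fell) and 2, 7 and 6 among adipocyte markers, and members that fell numbered 1, 3 and 10 among immediate-early genes (0, 0 and 2 rose) and 4, 5 and 7 among epicardial and mesothelial markers, and 1 adipocyte marker passed without the pair as a block, where Adipoq, Gpd1, Car3, Pck1, Wt1 and Atf3 did not pass.

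In pairs 1 and 2, muscle and energy lists were higher and matrix, complement and inflammatory lists lower with RAP, and the macrophage markers with the highest signals, Cd74, Lyz2 and Fcer1g (singled out after their values were seen), stood at 12.10, 11.81 and 11.60 in control 2 and between 10.04 and 11.53 in the other arrays. A larger share of cardiomyocytes and a smaller share of every other cell type in the RAP samples would lower the other types alike. Adipocyte markers moved 1.17 (SD 0.54 over the pairs) above epicardial and mesothelial markers on the log2 scale (1.30, 0.59 and 1.64 in the 3 pairs). These types were thus not lowered alike. But the 2 lists were flagged because each kept 1 sign in all 3 pairs, in opposite directions. Their difference was therefore bound to be above 0 in each pair, and the test decides nothing about the other cell types. A larger share of cardiomyocytes that leaves these 2 types apart stays open. Inflammatory tissue in control 2 as the source of the lower lists, of whose 21 macrophage markers 5 are also in other lists, stays open, because their 154 members had a median change of -0.35 over all pairs and of 0.08 without pair 2, but leaving out this pair removes RAP 2 as well, and over the 99 members of the matrix, complement and interferon lists the unpaired median of -0.29 was -0.18 without control 2 and -0.13 without RAP 2. For the 112 members of the higher lists the median was 0.35 over all pairs, 0.13 without pair 2 and, unpaired, 0.26 without control 2 and 0.21 without RAP 2, which leaves a part of control 2 in them open. An effect of the pacing rate on these lists also stays open.

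Adipocyte markers were higher with RAP in each pair, by a mean of 0.49, 0.27 and 1.01, and their highest array mean was that of RAP 3, where Car3 stood at 11.68 (9.59 in control 3). Fabp4 and Pnpla2, the markers with the highest signals (singled out after their values were seen), stood at 10.83 and 9.68 in RAP 3 against 10.68 and 9.33 in control 3, and Pnpla2 was highest in RAP 2 (9.87). Of the 15 markers 3 are also in other lists. Fat tissue in the RAP samples as the source of the rise of the gluconeogenesis and pyruvate list, of whose 20 genes 1 is an adipocyte marker, stays open: its 19 other genes were higher in pair 2 than in pair 3 by 0.61 (SE 0.22 over genes), with a median of 0.37 and 7 rises, but so were the tricarboxylic acid cycle (0.90 and 0.13) and oxidative phosphorylation (0.70 and -0.37) lists, and Pc, one of the 19, was highest in pair 3 (0.59, 0.57 and 1.20 in pairs 1, 2 and 3). How much epicardial fat each sample held, and whether pacing changed lipid genes in atrial cells, was not tested.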

How the results depend on the processing

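Leaving out control 2, control 3 or RAP 2 alone was chosen after the arrays had been seen, and the other settings were planned.

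The number of probe sets past the study's thresholds (1180) stayed within 1.5 times with no replicate block (1335), no fold threshold (1275), a variance trend (1139), no filter (1545), a stricter filter (891), medians centred (1191), further quantile normalization (1158), cyclic loess (1156) and control 2 left out (850). It was 550 at a fold change above 1.5, 395 by the methods' paired t-test, 4393 with array weights, 278 to 3887 with a pair left out and 2480 with control 3 left out. For genes (718) the values were 234 by the methods' paired t-test, 2650 with array weights, 164 to 2488 with a pair left out and 1731 with control 3 left out, and 513 to 870 under the others. Probe sets at an adjusted p under 0.05 numbered 0 under every setting but array weights (2738), where pair 1 has a weight of 4.91. That count rests mainly on this pair and is no evidence of a change over all pairs. Called gene lists (23) numbered 0 with an estimated correlation, 1 by fry and 10 by Fisher's exact test. They numbered 15 to 32 with a pair left out and 20 to 28 otherwise. The list called by fry was that of the Table 3 genes listed as higher (fry adjusted p = 0.029), which the study chose on these samples. The next by fry, immediate-early genes, had an adjusted p of 0.073. The Table 3 lists, higher and lower, are also among the 23 and among the 10 by Fisher's exact test. Of the Table 3 genes 13 passed, 2 to 12 with a pair left out and 8 with control 2 left out, and 11 to 13 otherwise.

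The median change was -0.82 to -0.01 with a pair left out for the matrix list, -0.60 to 0.13 for the interferon list, -0.61 to 0.05 for the inflammatory list and -1.05 to 0.14 for macrophage markers, and without replicate 2 the test of each turned its direction. With a pair left out, Cacna1c ranged from -0.12 (without replicate 2) to 0.53 and Cacnb1 from -0.18 to 0.22 (without replicate 1). With all pairs and medians centred, Cacnb1 was 0.03. Beyond fewer samples or a stricter threshold, the cause was not tested. Of the 110 named genes past the thresholds, 19 did not pass with no replicate block, 10 with array weights and 8 with further quantile normalization. With the other normalizations, the filters and the variance trend, 3 to 5 did not pass where any did not. The stricter filter (mean log2 signal above 6) also removed named genes with lower signals, such as Gch1, and these are not counted here. Os9 and Hprt1 passed under a few settings only. The tricarboxylic acid cycle, sarcomere, heat shock, gluconeogenesis and pyruvate, fetal program, immediate-early and adipocyte lists were called with any 1 pair left out. Signal over background limits genes near a log2 signal of 5, such as Il6 and Cacnb1.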

Differences from the paper's values

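The paper counts 395 differential probe sets, and limma with the pair as a block gave 1180 at the paper's thresholds. Of the alternatives set before the data were examined, the methods' paired t-test, which is the paper's stated test, gave 395, and a fold change above 1.5 (550) and leaving out replicate 1 (278) also lie within 1.5 times the paper's count, while no replicate block, no fold threshold, the variance trend, array weights, both filters, the 3 normalizations and leaving out replicate 2 or 3 do not.

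For genes the paper counts 304, and 718 passed by limma. By the methods' paired t-test 234 passed, and this count and that without replicate 2 (378) lie within 1.5 times the paper's count, and the other alternatives set before the data were examined do not: no replicate block, the variance trend, array weights, both filters, the 3 normalizations, either other way to take 1 value per gene, and leaving out replicate 1 or 3. Of these genes the paper counts 155 as upregulated, and 330 rose by limma, where again only the methods' paired t-test (119) and leaving out replicate 2 (164) come within 1.5 times. Of the downregulated genes the paper counts 149, and 388 fell by limma, where the methods' paired t-test (115), leaving out replicate 1 (106) and leaving out replicate 2 (214) come within 1.5 times and the other alternatives do not. How the paper removed unidentified probe sets and duplicates is stated only in outline, and 144 of the 395 probe sets of the methods' t-test carry no symbol or several.

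The paper states that principal component analysis showed likeness within each pair. On the third component (15.4% of the variance) control and RAP lay at -14.9 and -11.8 in pair 1 and at 28.1 and 11.7 in pair 2. In pair 3 they lay apart there, at 4.72 and -18. The mean correlation of the deviations within pairs was -0.11, with 0.22 in pair 1, and -0.08 over the 1000 most variable probe sets, -0.09 with no filter and -0.11 after cyclic loess, and 0 of the 6 arrays were nearest to their own pair.

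Table 3 of the paper lists Gapdh, Aarsd1 and Os9 as changed in the rats, as part of its list of 19 genes. All 3 lie in the listed direction here, and 13 of the 16 measured genes of that table passed. Gapdh (0.18) and Aarsd1 (0.23) passed under no setting that gives a gene 1 value. Where any probe set of a gene counts, Gapdh passed, with 3 of its 16 probe sets past the thresholds by limma and the same number by the methods' paired t-test, and Os9 (-0.48) passed with no replicate block, with array weights (-0.57) and without replicate 3 (-0.73).

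The paper reports EMT and TGF-β signaling among the pathways affected by RAP. The lists for these pathways, which are not the MetaCore maps, were not called by limma's camera (adjusted p = 0.21 and 0.96), with 3 of 31 and 4 of 45 genes past the thresholds, while the IL-6 list, also among the pathways the paper reports, was called (adjusted p = 0.014) but not with an estimated correlation (adjusted p = 0.75) or with control 2 alone left out, a setting chosen after the values were seen.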

Other observations

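In this part the test of the share of non-muscle tissue in control 3 was chosen only after the result was seen, and the exchange of labels in pair 3 was tested after the correlations between the pairs' changes had been seen.

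Several further lists were not called. Of 35 genes of oxidative stress defence Mafk rose and Pon2 and the thioredoxin Txn1 (log2 change -0.41, SE 0.15) fell (median -0.04, limma's camera adjusted p = 0.34). Of 27 genes of the unfolded protein response only the chaperone Hspa5 rose (0.42, SE 0.14; adjusted p = 0.84), and it did not pass without the pair as a block. Of 16 intermediate filament genes only Des rose (median 0.02, mean -0.04, adjusted p = 0.95). Of 15 smooth muscle and pericyte markers Des and the pericyte proteoglycan Cspg4 (0.45, SE 0.14) rose (adjusted p = 0.055). Of the circadian clock (17 genes, adjusted p = 0.92), the cell cycle (37, 0.96), neurons and Schwann cells (13, 0.90), ventricular cardiomyocytes (12, 0.97), mast cells (10, 0.14), erythroid cells (7, 0.16) and lung and airway (5, 0.32), 0 genes passed, and of 12 skeletal muscle markers only Myl1 did (adjusted p = 0.068). Mast cell markers had mean changes of -0.88, -2.13 and 1.25 in pairs 1, 2 and 3, erythroid markers of 0.02, 0.64 and -2.34, ventricular markers of 0.22, 0.50 and -0.84, and cell cycle genes of 0.98, -1.06 and -0.08, with a sign that differed between the pairs. The cell cycle genes had a median of -0.62 without replicate 1, with 9 genes falling, and of 0.45 without replicate 2, with 3 genes rising.

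The changes of pair 3 run against those of pairs 1 and 2. An exchange of the labels of RAP 3 and control 3 was tested, and 2599 probe sets passed the study's thresholds with the 2 arrays exchanged, against 1180 with the labels as given, but reversing a pair whose changes correlate with the others at -0.1 and -0.28 raises the count whatever the reason, so this test decides nothing. With array weights 2738 probe sets had an adjusted p under 0.05 with the labels as given and 0 with pair 3 exchanged. This runs with the labels as given, but there pair 3 has a weight of only 0.327, so the count hardly tests that pair. The RT-qPCR genes (0.58 and -0.77) and the Table 3 genes (0.42 and -0.38) moved in pair 3 as in the other pairs. The study chose these genes under these labels, so their direction decides nothing either. A smaller share of all non-muscle tissue in control 3 would lower the markers of each such tissue there. Against the mean of controls 1 and 2, endothelial and endocardial markers lay higher by 0.32 (15 of 18 genes), but these 2 controls differ by 0.41 themselves. Smooth muscle and pericyte markers lay at 0.23 and erythroid markers at 2.25. Adipocyte markers stood at 0.34 in control 3 and at -0.86 and -0.36 in controls 1 and 2. Macrophage (-1.06), fibroblast (-0.53), mast cell (-1.54) and matrix (-0.66) lists lay lower, and sarcomere genes lay at 0.80 (32 of 32 higher). The non-muscle markers thus went both ways. As these values rest on the single array of control 3, a smaller share of all non-muscle tissue also stays open. An exchange and any other likeness of control 3 to the RAP atria, such as a difference between rats, stay open, all results are given with the labels as deposited, and the RT-qPCR and microRNA changes that the paper reports with RAP run with these labels but are not given for each rat and were not tested here.

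The 6 arrays can be split into 3 and 3 in 10 ways, which is too few for a share under 0.05. The real split gave 1180 probe sets past the thresholds, the highest other gave 2599, and 4 of the 10 splits gave at least as many as the real one, as for genes (718, highest other 1617, 4 of 10) and called gene lists (23, highest other 26, 4 of 10). The 6 splits that part only 1 pair are not fitted alike, since with the pair as a block their contrast rests on that pair. Each such fit occurs in 2 splits (2033, 471 or 782 probe sets), so the 10 splits are not 10 separate fits. The 2 splits with 2033 are counted apart among the 4 but are the same fit. Without the block 2 of the 10 splits, the real one included, gave at least as many as the real one (1335, highest other 2647). At an adjusted p under 0.05 the real split gave 0 by limma, with 1275 at an unadjusted p under 0.05, and the highest other gave 3, but any of the 10 splits gives at least 0, so this comparison says nothing. Of the 4 splits that part every pair, the methods' paired t-test gave 395 in the real one and 753 in the highest other, with 2 of the 4 as large, and by limma the others gave 211 with pair 1 exchanged, 425 with pair 2 exchanged and 2599 with pair 3 exchanged. A split that calls more than the real one by so much points to a structure of the samples, here the likeness of control 3 to RAP 1 and RAP 2.

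Matching the RAP and control arrays in the 5 other ways gave 256 to 874 probe sets by the methods' paired t-test, against 395 with the true pairs, and 3 of the 6 matchings gave at least as many. By limma the numbers were 1043 to 2246 against 1180, and 4 of the 6 gave at least as many.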
